# Global Analysis of RNA-Dependent RNA Polymerase-Dependent Small RNAs Reveals New Substrates and Functions for These Proteins and SGS3 in Arabidopsis

**DOI:** 10.3390/ncrna7020028

**Published:** 2021-04-27

**Authors:** Xia Hua, Nathan D. Berkowitz, Matthew R. Willmann, Xiang Yu, Eric Lyons, Brian D. Gregory

**Keywords:** RNA silencing, siRNA, posttranscriptional gene silencing, transcriptional gene silencing, RNA-dependent RNA polymerase, SGS3, RDM12, siRNA-target RNA interactions, RNA-mediated silencing

## Abstract

RNA silencing pathways control eukaryotic gene expression transcriptionally or posttranscriptionally in a sequence-specific manner. In RNA silencing, the production of double-stranded RNA (dsRNA) gives rise to various classes of 20–24 nucleotide (nt) small RNAs (smRNAs). In *Arabidopsis thaliana*, smRNAs are often derived from long dsRNA molecules synthesized by one of the six genomically encoded RNA-dependent RNA Polymerase (RDR) proteins. However, the full complement of the RDR-dependent smRNAs and functions that these proteins and their RNA-binding cofactors play in plant RNA silencing has not been fully uncovered. To address this gap, we performed a global genomic analysis of all six RDRs and two of their cofactors to find new substrates for RDRs and targets of the resulting RDR-derived siRNAs to uncover new functions for these proteins in plants. Based on these analyses, we identified substrates for the three RDRγ clade proteins (RDR3–5), which had not been well-characterized previously. We also identified new substrates for the other three RDRs (RDR1, RDR2, and RDR6) as well as the RDR2 cofactor RNA-directed DNA methylation 12 (RDM12) and the RDR6 cofactor suppressor of gene silencing 3 (SGS3). These findings revealed that the target substrates of SGS3 are not limited to those solely utilized by RDR6, but that this protein seems to be a more general cofactor for the RDR family of proteins. Additionally, we found that RDR6 and SGS3 are involved in the production of smRNAs that target transcripts related to abiotic stresses, including water deprivation, salt stress, and ABA response, and as expected the levels of these mRNAs are increased in *rdr6* and *sgs3* mutant plants. Correspondingly, plants that lack these proteins (*rdr6* and *sgs3* mutants) are hypersensitive to ABA treatment, tolerant to high levels of PEG8000, and have a higher survival rate under salt treatment in comparison to wild-type plants. In total, our analyses have provided an extremely data-rich resource for uncovering new functions of RDR-dependent RNA silencing in plants, while also revealing a previously unexplored link between the RDR6/SGS3-dependent pathway and plant abiotic stress responses.

## 1. Introduction

With 71% of the world’s population currently experiencing water scarcity [1] and the projected increase in human population to 12.3 billion people by 2100 [2], there is an urgent need to develop crops that can survive under stressful conditions to meet the future demand for food. In order to achieve this goal, a better understanding of the mechanisms that allow plants to survive in extreme conditions is required. The plant hormone abscisic acid (ABA) is a major regulator of plant response to abiotic stresses. Exogenous ABA treatment, a method universally applied to mimic abiotic stresses, causes stomata closure and induces the expression of stress-responsive genes [3,4]. Previous studies reported that small RNAs (smRNAs) can regulate the ABA signaling pathway and play critical roles in the stress tolerance of *Arabidopsis thaliana* (hereafter Arabidopsis) [5]. However, some of the proteins involved in the synthesis of these populations of smRNAs are still unknown.

In eukaryotes, smRNAs are characterized as noncoding RNAs that are usually 20–24 nucleotides (nt) long [6]. In plants, the two main classes of smRNAs are microRNAs (miRNAs) and short interfering RNAs (siRNAs), and are differentiated from one another based on their biogenesis, targets, and mechanisms of action [4]. The function of plant siRNAs is to posttranscriptionally regulate the abundance of transcripts encoding proteins involved in various processes. including the regulation of plant development, defense against biotic stresses, and response to abiotic conditions [7]. To date, three major subtypes of siRNAs have been identified in plant transcriptomes. These three classes are heterochromatic siRNAs (hc-siRNAs), trans-acting siRNAs (ta-siRNAs), and natural antisense siRNAs (nat-siRNAs). In eukaryotes, biogenesis of all classes of siRNAs begins with the formation of a dsRNA precursor, which is typically synthesized from a single-stranded RNA (ssRNA) template by an RDR [8,9]. The resulting dsRNAs are cleaved into siRNAs by a Dicer-like (DCL) protein, of which there are four (DCL1–4) in Arabidopsis. The produced siRNAs are then incorporated into an Argonaute (AGO) protein (10 in Arabidopsis), resulting in the formation of an RNA-induced silencing complex (RISC). The siRNA-bound RISC (siRISC) complex then targets coding or noncoding sites in RNA target molecules through complementary base-pairing interactions between the bound siRNA and the target transcript. This ultimately results in the silencing of these target loci through transcriptional gene silencing (TGS) and/or posttranscriptional gene silencing (PTGS) mechanisms [10,11]. 

RDRs are important RNA silencing components found in viruses, plants, and *Caenorhabditis elegans*, while most animals have lost their RDRs during evolution [12]. Arabidopsis contains six RDRs (named RDR1–6) that are classified into two different clades based on the amino acid motif of their catalytic domain. RDR1, RDR2, and RDR6 make up the RDRα clade that shares the C-terminal canonical DLDGD amino acid motif, while the RDRγ clade consists of RDR3–5 that have an atypical DFDGD motif [13]. Plant RDR proteins are involved in various processes, including pathogen defense, development, and abiotic stress responses [8]. For instance, RDR1 is involved in the production of virus-derived siRNAs and plays an important role in plant defense against viral infection [14,15]. RDR2 is involved in the biogenesis of 24 nt heterochromatic siRNAs (hsiRNAs) and is the only RDR protein that functions in the RNA-directed DNA methylation (RdDM) pathway that facilitates heterochromatin formation through DNA methylation and histone modifications [10]. Through this pathway, RDR2-produced hsiRNAs interfere with the development of female gametophytes in Arabidopsis [16]. During the production of hsiRNAs, RNA-directed DNA methylation 12 (RDM12), which has XS/coiled-coil domains, binds to dsRNA with 5′ overhangs and works as a cofactor for RDR2 [17]. No specific RNA silencing functions have yet been assigned to the RDR3–5proteins, even though they are evolutionarily conserved and are present in other plant genomes, including rice (*Oryza sativa*) and tomato (*Solanum lycopersicum*) [12,18]. RDR6 plays a major role in the production of trans-acting siRNAs (ta-siRNAs) and natural antisense siRNAs (nat-siRNAs) [11,19]. These siRNAs silence genes that participate in the processes of plant development, reproduction, and stress responses. The production of siRNAs by RDR6 occurs in conjunction with its cofactor SGS3, which has a similar protein structure and function to RDM12. 

RDR6 is the best-characterized plant RDR and has the most-known functions and widest range of substrates among these proteins. For instance, ta-siRNAs, which are usually 21–22 nt long, are produced exclusively by RDR6 and SGS3 from *trans-acting siRNA* (*TAS*) generating loci [11]. There are four known *TAS* loci in Arabidopsis, of which *TAS3* has been the most studied. The process of ta-siRNA biogenesis starts with the transcription of *TAS3* into primary *TAS3* (pri-*TAS3*) transcripts by RNA polymerase II. These pri-*TAS3* RNAs are then recognized by miR390 at two distinct sites, where the 3′ recognition site is cleaved by AGO7 RISC. RDR6, with the help of SGS3, binds to the 5′ fragment of the cleavage product and synthesizes a dsRNA that is further processed by DCL4 to generate 21 nt ta-siRNAs [20,21]. Some of the well-known targets of these 21 nt ta-siRNAs are from an auxin response factor (ARF) family of transcription factors (e.g., ARF3) and are involved in the leaf development and phase change in Arabidopsis [11,22]. 

While the RDR proteins are known to be conserved in plants, fungi, and *C. elegans*, SGS3 is a plant-specific protein. SGS3 has three defined protein domains: a zinc-binding domain, an XS domain that specifically binds to RNA, and a coiled-coil domain that mediates protein–protein interactions [23,24]. Although it has long been suggested that SGS3 functions to stabilize cleaved RNA fragments during dsRNA formation, the precise role of SGS3 in smRNA biogenesis is still not defined [25]. Previous studies showed the 3′ fragments of the cleaved pri-*TAS* RNA product are quickly degraded in *sgs3* mutants [26], and SGS3, RDR6, as well as AGO7 all colocalize in small interfering bodies [27]. In total, these findings suggest that SGS3 stabilizes and protects pri-*TAS* RNA cleavage products. A more recent study showed that the cleavage event is not required for ta-siRNA production, casting doubt on the necessity of SGS3 during this process. However, the function of ta-siRNA production is largely impaired from a noncleavable TAS3 construct in *sgs3* knockout mutants, indicating the role for SGS3 in this processing goes beyond stabilization/protection [25]. Furthermore, previous evidence showed that SGS3 is required for RDR1-dependent silencing of eceriferum 3 (CER3), a gene involved in wax biosynthesis [28], which suggests a role for SGS3 in facilitating RDR1 function. If SGS3 has substrates outside of those used by RDR6 they have not been comprehensively interrogated.

To better understand the roles of the six Arabidopsis RDRs in smRNA biosynthesis on a transcriptome-wide scale, we employed a global search for endogenous RDR substrates and targets of RDR-dependent smRNAs. Sequencing of smRNA (smRNA-seq) and total RNA (RNA-seq) was performed in mutants of the six RDR proteins (*rdr1–6*) as well as *sgs3* and *rdm12* mutants to identify genomic loci that require the various RDRs, SGS3, or RDM12 for subsequent smRNA processing or transcriptional/posttranscriptional regulation. A list of well-characterized substrates was also found in this study, serving as a validation for the quality of our findings. Furthermore, this study introduces an unexplored link between SGS3 and RDR6 in the regulation of plant abiotic stress response, as well as evidence that SGS3 shares substrates of other Arabidopsis RDR proteins.

## 2. Materials and Methods

### 2.1. Plant Material and Growth Conditions

*Arabidopsis thaliana* ecotype Columbia-0 (Col-0) was used as the wild-type control for all studies. The other genotypes used in these analyses were CS24285 (*rdr6–11*) and CS24289 (*sgs3–11*) and were previously described [11], all other mutant lines, including CS66077 (*rdr1–1*), CS66076 (*rdr2–1*), SALK_071908 (*rdr3–1*), SALK_088276 (*rdr4–1*), SALK_132667 (*rdr5–1*), and SALK_152144 (*rdm12–1*), were obtained from the Arabidopsis Biological Resource Center (ABRC, Ohio State University). All plants used in this study were grown in growth chambers under long day conditions (16 h light and 8 h dark photoperiods) at 22 °C. For sampling, unopened flower buds were extracted from 30-day-old soil-grown plants of all genetic backgrounds.

### 2.2. Library Preparation

Sequencing libraries were prepared for smRNA-seq and total RNA-seq as previously described [29,30]. For gel-mediated size selection of library inserts, small RNAs (15–50 nt) were selected using high-percentage (15%) denaturing acrylamide gels. Following a limited RNA fragmentation reaction, 140–250 nt RNA fragments were purified using acrylamide gels for total RNA samples that were purified from Arabidopsis 30-day-old unopened flower buds. The resulting sequencing libraries were sequenced on an Illumina HiSeq2000 using the 50 nt single-end sequencing protocol as per manufacturer’s instructions (Illumina Inc.; San Diego, CA, USA).

### 2.3. Sequencing Read Processing and Alignment

Some of the sequencing libraries were sequenced more than once to achieve greater sequencing depth. Multiple runs for each library were pooled by concatenating FASTQ files. For reads with small inserts, often the 3′ sequencing adapter was included in the resulting sequencing reads. These adapter sequences were trimmed using cutadapt [31]. Trimmed and untrimmed reads were separately mapped to the Arabidopsis genome (TAIR10) using TopHat [32,33], an aligner which takes into account splice junctions. Reads that could not be trimmed or mapped were discarded. Two mismatches per read and a maximum edit distance of two were allowed. One hundred alignments per read was allowed due to the repetitive nature of some RDR substrates.

### 2.4. Read Count Computation

The number of reads that mapped to Arabidopsis transcripts and genomic bins were counted separately. Reads aligning to each transcript were counted using HTSeq [34] in a strand-specific manner, separating the read counts that aligned to the sense and antisense sequences. Genomic bins were generated by partitioning the genome into unbiased 500 nt bins. The number of reads mapping to each genomic bin was counted using bedtools [35].

### 2.5. Differential Abundance Analysis and RDR Substrate Calling

Differential abundance analysis between Col-0 and each of the mutant genotypes was computed using the R package edgeR [36] for all library types. Features were considered to be putative RDR substrates if they had a decrease in smRNA levels of at least 33% with a false discovery rate (FDR) below 0.1. The significantly more abundant transcripts in RNA-seq with a *p*-value < 0.05 as calculated by edgeR [36] were considered as RNA substrates or the targets of their smRNAs and used as the input for the gene ontology (GO) analyses.

### 2.6. Size Classification of smRNAs

Trimmed smRNA-seq reads were used as a proxy for intact smRNAs. For each genotype, the set of putative RDR substrate genomic bins was intersected with the smRNAs in Col-0. These were classified by length and 5′ nucleotide.

### 2.7. Gene Ontology (GO) Analysis

For each of the genotypes, TAIR10 gene IDs of the transcripts were inputted into DAVID [37] or agriGO [38] and lists of all genes in each mutant with a count number equal or greater than one were used as reference backgrounds.

### 2.8. Target Prediction and Analysis

The set of all trimmed smRNA-seq reads before mapping to a reference genome was computed for total read count, differential abundance, and hit-calling analyses. Any smRNAs with a level decrease of at least 33% with an FDR below 0.05 were used to query psRNATarget [39] for target sites among the set of Arabidopsis transcripts, excluding miRNAs.

### 2.9. ABA treatment

Seeds were surface-sterilized using a 30% bleach and 0.1% Tween-20 solution for 10 min and washed three times with sterile water. These sterilized seeds were planted on Murashige and Skoog (MS) medium plates and incubated at 4 °C for 48 h, then transferred to a growth chamber at 22 °C under long day conditions (16 h light, 8 h dark) for two days. After two days, germinated seedlings were transferred to MS plates supplemented with 0, 0.5, 1, 5, or 10 μM ABA. Root length was measured after five days of growth in the absence or presence of ABA treatment.

### 2.10. NaCl Treatment

Seeds were sterilized as described above. The sterilized seeds for germination experiments were planted on MS plates supplemented with 0 or 200 mM NaCl and incubated at 4 °C for 48 h, then transferred to a growth chamber at 22 °C under long day conditions (16 h light, 8 h dark) for seven days before analysis. The sterilized seeds for the root elongation experiment were planted on MS plates and incubated at 4 °C for 48 h, then transferred to a growth chamber at 22 °C under long day conditions (16 h light, 8 h dark) for two days. After two days, germinated seedlings were transferred to MS plates supplemented with 0 or 200 mM NaCl. Root length was measured after five days of growth in the absence or presence of NaCl treatment.

### 2.11. PEG8000 Treatment

Seeds were sterilized as described above. One filter paper was soaked into one petri plate with 2 mL sterile water. Seeds were then planted on the filter paper, incubated at 4 °C for two days, followed by 22 °C in a growth chamber for two days. Germinated seedlings were incubated in 15 mL water or 20% PEG8000 solution for 2 days.

## 3. Results

### 3.1. Analysis of Putative Arabidopsis RDR Substrates

To identify the potential smRNA-producing substrates of the six Arabidopsis RDRs, we performed smRNA-seq on 15–50 nt RNAs from 30-day-old *Arabidopsis thaliana* ecotype Columbia-0 (hereafter Col-0) unopened flower bud tissue and plants containing null alleles for each *RDR* gene (*rdr1–6* mutants) as well as *rdm12* and *sgs3* mutants. 

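smRNAs from unopened flower buds were sequenced in 2 libraries per mutant and 4 of Col-0, and the authors deposited their comparisons of each mutant with Col-0 rather than counts per library. Each of the 8 mutants has a sense and an antisense table with 64795 rows, of which 31189 are transposable elements, 33601 are genes and 5 are HTSeq's totals of reads without a feature, and a further table of genomic bins. A row gives the authors' edgeR log2 fold change of the mutant over Col-0, the log2 CPM averaged over the libraries, a p-value and an FDR. The *rdr1*, *rdr2*, *rdr4*, *rdr5*, *rdr6*, *sgs3* and *rdm12* libraries were compared with the same 2 Col-0 libraries, and *rdr3* with 2 Col-0 libraries of its own. The depth of each library and the spread between replicates cannot be computed from tables without a column per library, so no value carries an SD. Reads mapped to several places made up 75.7% of the summed CPM in the sense tables of the 7 mutants with shared Col-0 libraries and 97.6% in that of *rdr3*. On the sense strand, 7439 features had a log2 CPM above 0 in the tables of the 7 mutants and 744 in that of *rdr3*. smRNAs were called decreased at a log2 fold change of -0.58 or lower and an FDR under 0.05, the limits stated with Table 1, and HTSeq's totals were kept out of every count. Because mutants compared with the same Col-0 libraries share the sampling error of those libraries, overlaps were also set against 1000 simulated pairs of unchanged mutants with a common control. In each simulated pair, as many features were called as in the real one on each strand, and the strands were drawn independently. Every simulated feature had the same chance of being called. Real calls may gather at abundant or variable features, which would raise the overlap from a common control. An overlap above the simulated range therefore does not exclude the common control as its cause. The simulated lists of both strands together can therefore be longer than the real ones, so for *rdr2*, whose lists are the longest, only simulations of the sense strand are given.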

The prepared smRNA-seq libraries were sequenced and provided 50–160 mln mapped reads per library. TopHat [32,33] was used to map trimmed smRNA reads to TAIR10 annotated transcripts, including genes and transposons, and the number of smRNA reads aligning to each transcript was counted using HTSeq [34]. To determine reproducibility, we used the counts per million mapped reads (CPM) of Arabidopsis transcripts from HTseq in the R package edgeR [36] and found that the biological replicates of smRNA-seq from each genotype are highly correlated (all R^2^ values > 0.9) (Figure S1), indicating the high quality and reproducibility of our sequencing libraries. Using the R package edgeR [36], we identified annotated transcripts and transposons where smRNA-seq read counts were significantly different for the knockout mutant plants compared to Col-0. 

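smRNAs were decreased on at least 1 strand at 94 features in *rdr1*, 12527 in *rdr2*, 1 in *rdr3*, 63 in *rdr4*, 79 in *rdr5*, 124 in *rdr6*, 219 in *sgs3* and 247 in the libraries labelled *rdm12*, counted from the authors' deposited tests. The alternative that moved these counts most was chosen after the data had been seen and centred each table on its microRNA genes, whose median log2 fold change in the sense table was 0.64 in *rdr1*. With that centring, 6499 features were decreased in *rdr1*, including all 94 called without it. Among the alternatives chosen in advance, a minimum log2 CPM of 0 with the p-values adjusted again changed *rdr2* most and left 6790 features.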

In all eight mutants tested (*rdr1*–*6*, *sgs3*, and *rdm12*) we identified a number of transcripts that had a significant decrease (smRNA abundance down by 0.33, FDR < 0.05; Chi-square test) in smRNA read counts as compared to in Col-0 flower buds (Table 1). These loci with significant decreases in smRNA abundance were interpreted as putative smRNA-producing RDR substrates in Arabidopsis.

To further investigate the functional significance of each RDR and their cofactors, the number of putative substrates that are associated with each of these proteins was analyzed. Interestingly, we noticed that many of the putative RDR substrates had a significant loss of smRNAs being processed from both strands of the genome (including those not used by RNA Polymerase II (Pol II)) (Table 1), which serves as direct evidence that antisense transcripts produced by RDRs can be used as direct templates for smRNA biogenesis as well as the transcripts transcribed by Pol II. 

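Decreases on both strands at the same feature numbered 21 in *rdr1*, 2261 in *rdr2*, 24 in *rdr4*, 26 in *rdr5*, 54 in *rdr6*, 65 in *sgs3* and 72 in the libraries labelled *rdm12*. The single feature called in *rdr3* was decreased on the sense strand alone. More features were decreased on the antisense than on the sense strand in *rdr1* (67 and 48), *rdr4* (50 and 37), *rdr5* (59 and 46), *rdr6* (104 and 74), *sgs3* (177 and 107) and the libraries labelled *rdm12* (183 and 136). In the authors' deposited table the lowest mean of both strands among features decreased on both was that of the transposable element *AT4TE34025* in *sgs3*, with log2 fold changes of -9.62 on the sense and -7.62 on the antisense strand. The same element was also the lowest in *rdr4* (-7.15 and -7.45) and *rdr5* (-7.42 and -6.92).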

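Without HTSeq's totals, 12486 features were decreased on the sense strand in *rdr2* and 2302 on the antisense strand. The scale of the *rdr2* tables differed between the strands. Reads mapped to several places, which HTSeq assigns to no feature on either strand, had a log2 fold change of 0.89 in the authors' sense table and 3.08 in the antisense table, a difference of 2.19. Across the 1302 features with a log2 CPM of at least 2 on both strands, the antisense log2 fold change exceeded the sense one by a median of 2.08, with quartiles of 1.85 and 2.34. In the other mutants the corresponding median lay between -0.06 and 0.12. With the antisense table centred on the sense table by the reads mapped to several places, an alternative chosen after the data had been seen, 9965 features were decreased on the antisense strand, 8728 on both strands and 13723 on either. The sense table was taken as the reference without a test of which scale is right. Among features decreased on both strands, the transposable element *AT3TE44630* had the lowest values in the authors' deposited table, at -8.03 on the sense and -7.29 on the antisense strand.

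**Figure D1:**
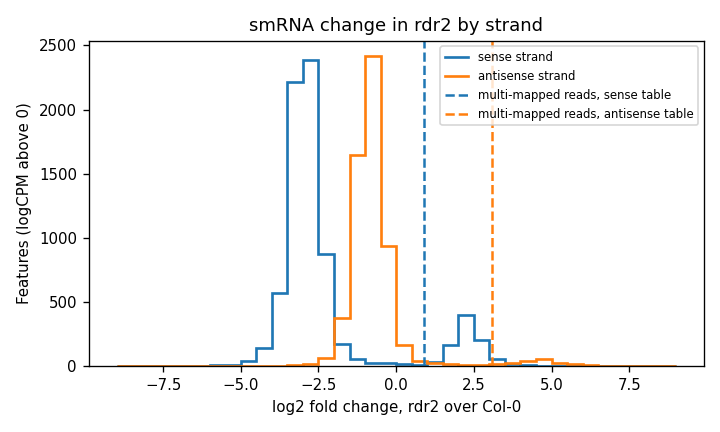
Number of features (y axis) by log2 fold change in *rdr2* over Col-0 (x axis) on the sense and the antisense strand, for features with a log2 CPM above 0. The dashed lines mark the reads mapped to several places, at 0.89 in the sense table and 3.08 in the antisense table.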

From our sequencing data, RDR2 was found to have the greatest number of putative substrates among the six RDRs in Arabidopsis, including 12,488 substrates on the sense strand and 2302 substrates on the antisense strand. 

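Of the features with decreased smRNAs in *rdr2*, 9808 (78.3%) were transposable elements, against 48.1% of the 64790 features tested (odds ratio 5.21). A minimum log2 CPM of 0 was the alternative that moved the shares most. It raised the transposable elements among the features tested to 66.9%, and the share in *rdr2* was then 74.8% (odds ratio 6.15, two-sided Fisher's exact test, p = 2.2e-213). In the libraries labelled *rdm12* the share was 67.2% without the minimum (two-sided Fisher's exact test, p = 1.9e-09, adjusted p = 7.7e-09 over 8 mutants) and 68.4% with it (p = 0.67 by the same exact test). For *rdr1*, *rdr4*, *rdr5* and *sgs3*, the share was above that of the features tested without the minimum and below it with the minimum. In *rdr6*, 37.9% were transposable elements, a lower share than among the features tested (odds ratio 0.66, two-sided Fisher's exact test, p = 0.024, adjusted p = 0.049).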

Among all RDR2 substrates, nearly 76% (9536 substrates) of these RNAs are annotated as transposon or transposable elements (Supplemental Table S1). This finding is consistent with the fact that hsiRNAs, which are produced from heterochromatin and transposable elements by RDR2, are the most abundant smRNA population in the cell [10]. To characterize what processes are regulated by RDR2, we performed a Gene Ontology (GO) analysis using DAVID [37] on transcripts that were interpreted as putative RDR2 substrates. We found that these substrates were involved in the regulation of the ubiquitination pathway, plant biotic defense, and sugar metabolic process (Table S1). As a cofactor of RDR2, RDM12 should process similar substrates for smRNA biogenesis. Indeed, RDM12 shares 96.8% of its substrates (240 total substrates) with RDR2, while also leaving 98% of RDR2 putative substrates (12,275 substrates) that are not shared by RDM12, indicating RDR2 has functions in the absence of this cofactor protein.

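In the libraries labelled *rdm12*, 220 (89.1%) of the features with decreased smRNAs were also decreased in *rdr2*, which left 12307 (98.2%) of the *rdr2* features not shared. The *RDM12* transcript (*AT3G48670*) was not lost in these libraries, and its log2 fold change in the authors' deposited total RNA table was 1.04 (FDR 1.6e-06), so the directions drawn here rest on the label alone. Of the 35844 features as abundant as the least abundant one called in any of the 7 mutants, 86.3 would be shared by chance (odds ratio 15.4, one-sided Fisher's exact test, p = 9.8e-71, adjusted p = 4.6e-70 over 28 pairs), in a test that ignores the control both mutants share. On the sense strand alone, 128 of 136 features were shared, against 122 in simulated unchanged mutants with a common control (95% between 115 and 129). That simulation calls 12486 features in an unchanged *rdr2*, so most calls in the second mutant are shared by construction. It therefore cannot tell how much of the overlap comes from the common control. The alternative that moved this overlap most called the second mutant at an unadjusted p under 0.05, and 1386 features were then shared.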

We also searched for putative substrates that can be processed by RDR1. The identified substrates suggested that RDR1 may be involved in abiotic stress response as the smRNAs processed from *HOS10* (*AT1G35515*), a gene whose protein product is involved in responses to various abiotic stresses, and a gene from the SAUR-like auxin-responsive protein family named *SAUR43* (*AT5G42410*) were lost in *rdr1* mutants (Figure S2) [40,41]. 

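*HOS10* lies on chromosome 1 of TAIR10 from 13077890 to 13080265. In the authors' deposited table its smRNAs had log2 fold changes in *rdr1* of -1.05 on the sense strand (FDR 0.020) and -1.30 on the antisense strand (FDR 6.1e-06). They were also decreased on the sense strand in *rdr2* (-2.81) and on the antisense strand in the libraries labelled *rdm12* (-0.83, FDR 0.033). *SAUR43* lies on chromosome 5 from 16964650 to 16965261, and its sense smRNAs had log2 fold changes in the authors' deposited table of -7.89 in *rdr1* (FDR 1.0e-09), -4.19 in *rdr2*, -4.49 in *rdr4* and -7.73 in the libraries labelled *rdm12*. They were increased in *rdr6* (1.97) and *sgs3* (2.23), and its antisense smRNAs, at a log2 CPM of -3.79, were not called in any mutant. Neither gene was decreased in *rdr1* alone, and 13 of the features decreased in *rdr1* were decreased in no other mutant.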

We next investigated the putative substrates of the three γ RDRs, RDR3–5. 

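The transposable element *AT1TE61180* had a log2 fold change of -4.57 in *rdr3* (FDR 0.0032) on the sense strand in the authors' deposited table, at a log2 CPM of -2.89. Its sense smRNAs were also decreased in *rdr1* (-4.20), *rdr2* (-4.29), *rdr4* (-3.56), *rdr5* (-2.42) and the libraries labelled *rdm12* (-4.62), and were not called in *rdr6* (-0.39, FDR 1) or *sgs3* (-0.55, FDR 1). The comparison of *rdr3* was less precise than the others. Its median approximate standard error of the log2 fold change, computed from the p-value, was 0.66 on the sense strand against 0.30 for *rdr1*. Given the errors of the *rdr3* comparison, 240 (22.1%) of the 1088 decreases called on either strand in *rdr1*, *rdr4*, *rdr5*, *rdr6*, *sgs3* and the libraries labelled *rdm12* would have been called.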

We identified a single putative RDR3 substrate (*AT1TE61180*), and this one RNA also overlapped with putative substrates of both RDR4 and RDR5 (Table 2). 

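*MLP31* (chromosome 1, 26712982 to 26714069) had smRNA log2 fold changes in *rdr4* of -4.04 on the sense (FDR 7.9e-09) and -2.45 on the antisense strand (FDR 1.1e-08) in the authors' deposited table, and was also decreased in *rdr2* (-2.76 on the sense strand). *XAL1* (chromosome 1, 26952545 to 26955127) was decreased in *rdr4* on the antisense strand (-1.70, FDR 0.0032) and not called on the sense strand (-0.89, FDR 1). Its largest decrease was in *rdr1*, with -5.28 on the sense and -6.20 on the antisense strand in the authors' deposited table. *ABH1* (chromosome 2, 5636884 to 5643066) was decreased in *rdr4* on the antisense strand (-1.23, FDR 3.7e-06) and not called on the sense strand (-1.31, FDR 0.071). Its decrease was larger in the libraries labelled *rdm12* (-3.43 on the sense and -4.02 on the antisense strand in the authors' deposited table).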

Interestingly, RDR4 is involved in processing putative substrates, such as *MLP31* (*AT1G70840*), *XAL1* (*AT1G71692*), and *ABH1* (*AT2G13540*), which affect the protein abundance increase under SA treatment, plant phase transition, and ABA signaling, respectively [42,43,44]. The finding that smRNAs can be processed from the *ABH1* transcript provides a new and additional link between PTGS and the important plant hormone ABA. Additionally, we uncovered putative RDR5 substrates, such as *PEN3* (*AT1G59870*), which is involved in the response to biotic stresses [45]. These findings suggest that RDR4 and RDR5 may be involved in processes such as the response to biotic and/or abiotic stresses. In addition, RDR4 and RDR5 share 26 putative substrates that fall into both annotated genes and transposable elements, suggesting that they may share some similar functions and/or function somewhat redundantly (Table 2). 

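*PEN3* lies on chromosome 1 from 22034423 to 22040126, and the log2 fold change of its sense smRNAs in *rdr5* was -2.13 (FDR 0.0015) in the authors' deposited table. No other mutant had decreased smRNAs at *PEN3*. The value in *rdr2* was 1.99, which is below the median of 2.57 over 112 microRNA genes in the same table. The *PEN3* transcript was itself lower in *rdr5* total RNA, with a log2 fold change of -1.28 (FDR 1.5e-20) in the authors' deposited table. It was decreased at an unadjusted p under 0.05 in 5 mutants, *rdr1*, *rdr4*, *rdr5*, *sgs3* and the libraries labelled *rdm12*.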

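The 26 shared features were 41.3% of those decreased in *rdr4* and 32.9% of those decreased in *rdr5*. Unchanged mutants with a common control shared 6.77 on average (95% of the simulations between 2 and 12). *rdr4* shared more features with *rdr1* (33), *rdr2* (60) and the libraries labelled *rdm12* (38) than with *rdr5*. *rdr5* shared more with *rdr1* (29), *rdr2* (69), *rdr6* (30), *sgs3* (31) and the libraries labelled *rdm12* (54) than with *rdr4*. These counts depend on the length of the lists. As a ratio to the simulated mean, *rdr5* overlapped most with *rdr4* (3.84) among the mutants other than *rdr2* with shared Col-0 libraries. The ratio was 3.53 with *rdr1*, 3.35 with the libraries labelled *rdm12*, 2.73 with *rdr6* and 2.06 with *sgs3*. For *rdr4* the ratio was 4.56 with *rdr1*, above that with *rdr5*, and 2.70 with the libraries labelled *rdm12*. No feature of *rdr4* and 5 features of *rdr5* were decreased in no other mutant. Leaving *rdr2* out of the comparison, 11 features were decreased in *rdr4* alone and 12 in *rdr5* alone.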

In total, although there is some overlap in substrates, the unique substrates of the γ clade RDRs suggests they have functional significance to plant PTGS.

We next studied putative substrates that are dependent on RDR6 and/or SGS3 for their processing into smRNAs. 

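The reference names 21 *auxin response factors*, of which *ARF4* and *ARF10* had decreased smRNAs in *rdr6* (one-sided Fisher's exact test, p = 0.0011, adjusted p = 0.0056 over 32 tests) and *ARF4* in *sgs3* (exact p = 0.062, adjusted p = 0.22). Both *auxin signaling F-box* genes with that name in the reference, *AFB2* and *AFB3*, were decreased in *rdr6* (exact p = 5.2e-06, adjusted p = 1.5e-04) and *sgs3* (exact p = 9.3e-06, adjusted p = 1.5e-04). Of 309 genes named *pentatricopeptide repeat* and 302 named *tetratricopeptide repeat*, 5 each were decreased in *rdr6*, and the same genes of each family were decreased in *sgs3*. Among them, *AT1G62914* had log2 fold changes on the sense strand of -9.08 in *rdr6* and -4.85 in *sgs3* in the authors' deposited table. For the PPR and TPR families the exact p-values were 7.3e-04 and 6.6e-04 in *rdr6* (adjusted p = 0.0047 for both) and 0.0027 and 0.0024 in *sgs3* (adjusted p = 0.011 for both). In the tests of these 4 families in all 8 mutants, the only other enrichment past an adjusted p of 0.05 was of 8 *ARFs* in *rdr2* (one-sided Fisher's exact test, p = 1.4e-04, adjusted p = 0.0015), none of them among the 2 named above.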

We identified most of the previously discovered substrates in this analysis, including *auxin response factors* (*ARFs*), *auxin signaling F-boxes* (*AFBs*), *pentatricopeptide repeat* (*PPR*) superfamily transcripts, and *tetratricopeptide* (*TPR*) superfamily mRNAs [11,46,47] (Table S1). Furthermore, most of the *TAS* loci showed significantly lower abundance of smRNAs in both *rdr6* and *sgs3* mutants compared with Col-0, consistent with the role of RDR6 and SGS3 in ta-siRNA biogenesis. 

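Sense smRNAs of *TAS1A*, *TAS1B*, *TAS1C*, *TAS2*, *TAS3* and *TAS3b* had log2 fold changes between -5.78 (*TAS1B*) and -4.25 (*TAS3*) in *rdr6* in the authors' deposited table. In *sgs3* the same 6 loci lay between -4.61 (*TAS1A*) and -4.39 (*TAS3*). The locus *TASIR-ARF* was called on both strands in *sgs3* (-3.06 on the sense strand) and on the antisense strand in *rdr6* (-2.39), where the sense strand reached -2.14 (FDR 0.085) in the authors' deposited table. *TAS4*, at a log2 CPM of -2.36, was not called in either mutant (-5.08 in *rdr6* and -2.90 in *sgs3*, FDR 1 for both). Decreased smRNAs at these loci were found in no mutant other than *rdr6* and *sgs3*.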

In total, these results provided internal validation of our smRNA-seq library quality and the ability of our approach to identify bona fide RDR substrates. In addition, this analysis revealed that RDR6 and SGS3 share other putative substrates, such as *HAIRY MERISTEM1* (*HAM1*), *HAM3* and *TCP* transcription factor genes (*TCP2–4*, *TCP10*) (Figure S2), which are involved in plant development, suggesting new regulatory roles for RDR6 and SGS3 in this process [48,49,50]. 

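*HAM1* (*AT2G45160*) was called on different strands in the 2 mutants, on the antisense strand in *rdr6* (-2.27, FDR 2.5e-04) and on the sense strand in *sgs3* (-2.61, FDR 2.6e-05) in the authors' deposited table. The opposite strands had FDRs of 0.15 in *rdr6* and 0.066 in *sgs3*. *HAM3* (*AT4G00150*) was decreased on the sense strand in *rdr6* (-2.61, FDR 1.6e-05) and *sgs3* (-2.48, FDR 4.9e-05). Sense smRNAs of *TCP3* (*AT1G53230*) had log2 fold changes of -3.80 in *rdr6* and -1.95 in *sgs3* in the authors' deposited table, and those of *TCP4* (*AT3G15030*) of -2.02 and -1.95. *TCP2* (*AT4G18390*) and *TCP10* (*AT2G31070*) were called on the antisense strand alone, at -3.02 and -2.75 for *TCP2* and at -4.33 (FDR 0.0039) and -2.56 (FDR 0.046) for *TCP10* in *rdr6* and *sgs3*. None of the 6 genes had decreased smRNAs in another mutant.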

Intriguingly, we found that 88% of the total SGS3 substrates do not overlap with those of RDR6, suggesting that SGS3 likely has independent functions, such as facilitating other RDRs, including those from the γ clade (Table 2). 

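Of the features decreased in *sgs3*, 139 (63.5%) were not decreased in *rdr6*, and 44 of those decreased in *rdr6* were not decreased in *sgs3*. With *rdr2* left out of the comparison, 89 features (40.6%) were decreased in *sgs3* and in no other mutant, and 8 (3.65%) with *rdr2* included.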

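*sgs3* shared 27 features with *rdr1*, 155 with *rdr2*, 22 with *rdr4*, 31 with *rdr5*, 80 with *rdr6* and 62 with the libraries labelled *rdm12*. For *rdr6*, unchanged mutants with a common control gave 22.4 on average (95% of the simulations between 15 and 31.0). The overlaps with *rdr1*, *rdr4* and *rdr5* were also above their simulated ranges of 9 to 24, 7 to 20 and 9 to 22, at 1.67, 1.68 and 2.06 times the simulated means. As the simulation gives every feature the same chance of a call, the common control stays open as a cause of these excesses. The 155 features shared with *rdr2* were 70.8% of those decreased in *sgs3*. A one-sided Fisher's exact test gave adjusted p-values of 1.2e-37 for *rdr1*, 4.7e-27 for *rdr2*, 4.9e-33 for *rdr4* and 4.1e-48 for *rdr5*. That test makes no allowance for the common control. With the sense strand alone, 16, 11 and 20 features were shared with *rdr1*, *rdr4* and *rdr5*, above simulated ranges of 1 to 9, 1 to 8 and 1 to 9. The 63 shared with *rdr2* on that strand were below the simulated range of 91 to 102. This decides nothing, because the simulation calls 12486 features in an unchanged *rdr2* and so shares most calls by construction.

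**Figure D2:**
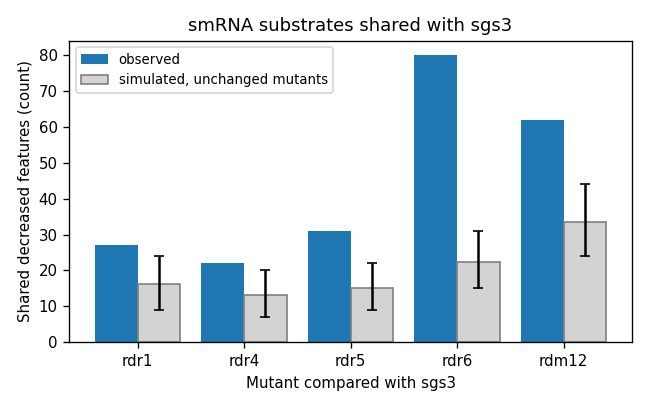
Number of features decreased in both *sgs3* and *rdr1*, *rdr4*, *rdr5*, *rdr6* or the libraries labelled *rdm12* (y axis), beside the mean and the 95% range of simulated unchanged mutants with a common control. The overlap with *rdr6* was 80 against a simulated 22.4.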

In fact, we found overlap of SGS3-dependent substrates with those of RDR1, RDR2, RDR4, and RDR5 in addition to those shared with RDR6. 

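The 24 nt sequences listed as lost in *sgs3* in Table S3 were placed on the genome by perfect matches, and 630 had a match and 41 had none. Of those with a match, 84.0% (exact 95% binomial interval, 80.9 to 86.7%) lay in a 500 nt bin with decreased smRNAs in *rdr2*. Random bins of the same abundance gave 64.9% (95% of 1000 draws between 61.4 and 68.1%). The share depended on whether *rdr6* was affected. It was 91.8% of the 497 sequences with a match that were listed in *sgs3* alone (random bins, 67.8%) and 54.9% of the 133 listed in both mutants (random bins, 54.2%). With bins called at a log2 fold change of -1 or lower, the alternative that moved the share most, 52.5% of the *sgs3* sequences lay in such a bin (random bins, 23.2%). After centring the *rdr2* bins on the sense table, chosen once the data had been seen, the excess over random bins was smaller, with 89.7% of the *sgs3* sequences in decreased bins (random bins, 85.5%). The shares were then 98.0% for sequences listed in *sgs3* alone (random bins, 86.6%) and 58.6% for those listed in both mutants (random bins, 81.3%). Intervals cover counting error only. The random bins were matched on abundance and not on the size of their smRNAs. RDR2 is involved in making 24 nt smRNAs, so the excess over random bins does not test a link between SGS3 and RDR2.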

We also found a large number (78.8%) of SGS3-dependet 24 nt smRNAs are also dependent on RDR2 for their processing. Thus, SGS3 is likely an RNA binding cofactor for most of the Arabidopsis RDRs, but not required for the processing of all putative substrates for each RDR. 

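Counted over *rdr1*, *rdr4*, *rdr5*, *rdr6*, *sgs3* and the libraries labelled *rdm12*, 35 features were decreased in 4 or more, against 7.20 on average in the simulations (upper end of their 95% range, 12.0). In those simulations every feature had the same chance of being called. Among the genomic bins, 192 were decreased in 4 or more of these mutants. Their median log2 fold change in *rdr3*, which has Col-0 libraries of its own, was -0.62, against 0.15 for random bins of the same abundance, and none of 10000 random lists was as low. Of the 35 features, 32 had sense reads in *rdr3*, where their median was -0.22, against 0.06 for random features of the same abundance (percentile 1.55), and 12 were at -0.58 or lower. From the overlap of the *sgs3* substrates with those of several RDRs, the paper proposes that SGS3 is a cofactor for most RDRs, and from the substrates not shared that it is not needed for every substrate of each.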

More focus should be given to define RDR substrates that do and do not require SGS3 in the future.

### 3.2. Small RNA Breakdown Associated with Each Arabidopsis RDR

To investigate the smRNA populations associated with each of the RDRs and the two cofactors that were profiled (SGS3 and RDM12), we divided the Arabidopsis genome into unbiased 500 nt genomic bins, and smRNA-seq reads from the biological replicates of Col-0 were mapped to these genomic bins. These mapped smRNAs in Col-0 were used as a reference to identify the smRNAs that demonstrated a decrease in *rdr1–6*, *rdm12*, or *sgs3* mutant plants. 

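The bin tables divide the genome into 239338 bins of 500 nt and do not separate the strands. Decreased smRNAs were found in 401 bins in *rdr1*, 18622 in *rdr2*, 4 in *rdr3*, 343 in *rdr4*, 295 in *rdr5*, 389 in *rdr6*, 860 in *sgs3* and 801 in the libraries labelled *rdm12*, by the authors' deposited tests. The bin table of *rdr2* lay above its sense table by a median of 2.16 log2 units at 55 microRNA genes within 1 bin, and in the other mutants with shared Col-0 libraries the difference was between -0.05 and 0.10. Centring the *rdr2* bins on the sense table, an alternative chosen after the data had been seen, gave 50631 decreased bins. The antisense table of *rdr2* lay above its sense table by a similar amount, 2.19, so the sense scale may be the one that differs. A minimum log2 CPM of 0 with the p-values adjusted again moved a count most in proportion, to 24 bins in *rdr3*. With a decrease of at least 2-fold, 8325 bins were decreased in *rdr2* and 482 in *sgs3*.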

To achieve this, we counted smRNA enrichment or loss in each of the genotypes based on smRNA length and 5′ nucleotide (Figure 1). Previous work has demonstrated that the 24 nt smRNAs with a 5′ adenosine bias are the most abundant smRNA class in Col-0, whereas 21 nt smRNAs tend to have a significant uridine bias as the terminal 5′ nucleotide in this genotype [51]. We focused first on the smRNAs that were lost in the absence of RDR6 function (*rdr6* mutant). As expected, we found that a large proportion of 21–22 nt smRNAs with 5′ adenosine bias was lost in the *rdr6* mutant, indicating RDR6 plays a crucial role in the biogenesis of this smRNA population. 

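Table S3 lists 608 sequences lost in *rdr6*, of which 311 (51.2%; exact 95% binomial interval, 47.1 to 55.2%) were 21 or 22 nt long and 243 (40.0%) were 24 nt long. Among the sequences of 21 or 22 nt, the 5′ nucleotide was uridine in 166 (53.4%; exact 95% binomial interval, 47.7 to 59.0%), adenosine in 75 (24.1%; 19.5 to 29.3%), cytidine in 40 and guanosine in 30. At the other positions of these sequences, 27.9% of the nucleotides were adenosine and 28.8% uridine. Of the 24 nt sequences, 156 (64.2%) began with adenosine (odds ratio against 21 and 22 nt, 5.64; two-sided Fisher's exact test, p = 1.6e-21, adjusted p = 2.6e-21 over 5 comparisons). The sequences are each counted once, without their abundance. The paper's Figure 1 instead classifies Col-0 smRNAs in decreased bins, which is another set of smRNAs.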

We also found that the smRNA populations that are decreased in *sgs3* mutant plants look very similar to the total population of Col-0 smRNAs, where 24 nt smRNAs are most affected followed by those that are 21 nt in length. This pattern of less abundant smRNAs is very distinct from that observed in *rdr6* mutant plants, providing further support for the hypothesis that SGS3 can act as a cofactor for other RDR proteins, including RDR2. 

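Of the sequences lost in *sgs3*, 671 (65.3%; exact 95% binomial interval, 62.3 to 68.2%) were 24 nt long, 180 (17.5%) were 21 nt and 112 (10.9%) were 22 nt. The share of 24 nt sequences was lower in *rdr6* (odds ratio 0.35, two-sided Fisher's exact test, p = 2.4e-23, adjusted p = 1.2e-22). Sequences of 21 nt began with uridine in 53.3% of cases in *sgs3* and 50.3% in *rdr6*. The composition of all smRNAs in Col-0 was not analysed here. From the different sizes lost in the 2 mutants, the paper reasons that SGS3 can act with RDRs other than RDR6.

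**Figure D3:**
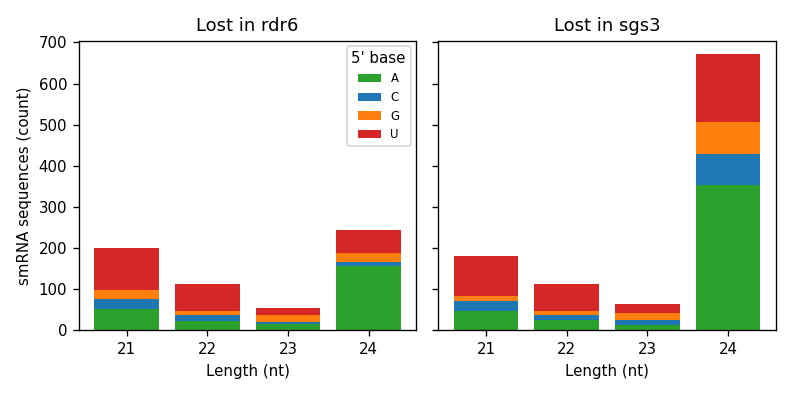
Number of sequences lost in *rdr6* and in *sgs3* (y axis) by length in nt (x axis), divided by 5′ nucleotide. The 24 nt sequences numbered 243 in *rdr6* and 671 in *sgs3*, and those of 21 nt 199 and 180.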

In fact, there were 1028 smRNAs that demonstrated a significant decrease in their abundance in the *sgs3* mutant as compared to a total of 608 smRNAs that were significantly decreased in the *rdr6* mutants. 

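Both lists held 414 of these sequences, of which 234 (56.5%) were 21 or 22 nt long and 147 (35.5%) were 24 nt long. A further 194 sequences were listed for *rdr6* alone, 96 of them 24 nt long.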

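The 614 sequences listed for *sgs3* and not for *rdr6* included 524 (85.3%) of 24 nt. Of these 24 nt sequences, 438 had a single perfect match in the genome and lay in 279 bins, with 10.3% of them in the 5 commonest bins. The median log2 fold change of these bins was -0.57 in *sgs3*, -0.18 in *rdr6*, -0.02 in *rdr1*, -0.09 in *rdr4* and 0.06 in *rdr5*. It was -0.99 in *rdr2* and -0.32 in the libraries labelled *rdm12*. Random bins of the same abundance had a median of -0.07 in *sgs3* and -0.77 in *rdr2*. The low value in *sgs3* follows from the choice of the sequences, and in *rdr2* none of 10000 random lists was as low. These random bins were not matched on smRNA size either. Bins of 24 nt smRNAs may be lower in *rdr2* whether or not they need SGS3.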

Relatedly, among all the smRNAs lost in *sgs3* mutants, 59.7% of them were not significantly decreased in the absence of RDR6 function (*rdr6* mutant). These data suggest that the biogenesis of a larger population of smRNAs is dependent on SGS3 but not RDR6, and SGS3 may play roles beyond just facilitating RDR6-dependent smRNA processing. The overall composition of smRNAs that require the other RDRs (RDR1 and RDR3–5) and RDM12 for their processing are very similar to the population of smRNAs in wild-type plants, where 24 nt smRNAs are the most prominent with some 21–23 nt smRNAs also requiring these proteins for their biogenesis (Figure 1). 

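The share of all bins with decreased smRNAs was 7.78% in *rdr2* and between 0.0017% (*rdr3*) and 0.36% (*sgs3*) in the other mutants. In *rdr2*, 12144 (96.9%) of the decreased features were decreased in no other mutant. Such features numbered 4 in *rdr6* and 17 in the libraries labelled *rdm12*.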

Overall, these findings reveal that each RDR protein affects a subpopulation of the overall population of RDR-dependent smRNAs with RDR2 having the largest overall effect due to its function in the biogenesis of hsiRNAs in plant transcriptomes.

### 3.3. Total RNA-seq Data Revealed New Putative Functions for RDRs

Gene silencing in Arabidopsis ultimately results in the produced siRNAs binding to mRNA targets through complementary base-pairing interactions and subsequent TGS- or PTGS-directed gene silencing [10,11]. Thus, one would predict that RDR-derived smRNAs are not synthesized in an *rdr* knockout mutant, and as a consequence cause an increase in the abundance of the initial RDR substrate transcripts and an increase of the RDR-dependent siRNA target transcripts when compared with Col-0. Therefore, we used this logic to identify the putative substrate transcripts of RDRs and target transcripts of RDR-derived siRNAs. Specifically, we performed total RNA-seq on 30-day-old unopened flower bud tissue for Col-0, *rdr1–6*, *rdm12*, and *sgs3*. 

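Total RNA from the same tissue was sequenced in 2 libraries per mutant and 4 of Col-0, and the authors deposited a sense and an antisense table per mutant with the same columns and features as for smRNA-seq. A transcript was called increased at a log2 fold change above 0 and an unadjusted p-value under 0.05 in the authors' sense table. Of the features in the sense tables, 25111 lay above the lowest log2 CPM of the tables with shared Col-0 libraries, which is that of features without reads, and 39139 in the *rdr3* table. In the former set 14486 features had a log2 CPM above 0. Reads mapped to several places made up 76.8% of the summed CPM in the former set and 79.4% in the *rdr3* table. The transcripts of the mutated genes had log2 fold changes in the authors' deposited tables of -2.03 for *RDR1* in *rdr1* (FDR 1.3e-04), -4.48 for *RDR2* in *rdr2* (FDR 2.9e-04), -2.08 for *RDR6* in *rdr6* (FDR 6.7e-05) and -1.41 for *SGS3* in *sgs3* (FDR 0.0037). *RDM12* was higher in the libraries labelled *rdm12*. The reference names no gene *RDR3*, *RDR4* or *RDR5*, and of the 3 RNA-dependent RNA polymerase family genes beside each other on chromosome 2, *AT2G19920* was lower in *rdr4* (-2.76, p = 0.022, FDR 1 in the authors' deposited table). None of the 3 was lower in *rdr3* or *rdr5* at an unadjusted p under 0.05, so these labels have no support from a transcript.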

The prepared RNA-seq libraries were sequenced and provided 11–31 million mapped reads per library. TopHat [32,33] was used to map identified transcripts to TAIR10 annotated mRNAs, and the number of reads aligning to each transcript was counted using HTSeq [34]. To determine reproducibility, we used the counts per million mapped reads (CPM) of Arabidopsis transcripts from HTseq in the R package edgeR [36] and found that biological replicates of total RNA-seq from each genotype were highly (all R^2^ values > 0.87) correlated (Figure S3), indicating the high quality and reproducibility of our sequencing libraries. We then used edgeR to identify transcripts that displayed significantly higher levels (*p*-value < 0.05) in the mutants relative to Col-0. These collections of differentially abundant transcripts were then used in a GO analysis using the online tool DAVID [37]. 

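Increased transcripts numbered 802 in *rdr1*, 559 in *rdr2*, 414 in *rdr3*, 979 in *rdr4*, 826 in *rdr5*, 643 in *rdr6*, 688 in *sgs3* and 398 in the libraries labelled *rdm12*, counted from the authors' deposited p-values. If no transcript changed and the p-values were uniform, 2.5% of the features above the lowest log2 CPM, or 628, would be called increased, and 978 in *rdr3*. The observed counts were 1.56 times that number in *rdr4*, 1.32 in *rdr5*, 1.28 in *rdr1*, 1.10 in *sgs3* and 1.02 in *rdr6*. They were below it in *rdr2* (0.89), the libraries labelled *rdm12* (0.63) and *rdr3* (0.42). These ratios depend on the many features with few reads. Among transcripts with a log2 CPM of at least 0, they were 2.53 in *rdr4*, 2.12 in *rdr5*, 2.04 in *rdr1* and 1.71 in *sgs3*, *rdr6* had 578 against 362 by chance, and *rdr2* rose above chance (1.32). The libraries labelled *rdm12* (0.90) and *rdr3* (0.71) stayed below it. An FDR under 0.05 left 72 transcripts in *rdr1*, 25 in *rdr2*, 6 in *rdr3*, 152 in *rdr4*, 56 in *rdr5*, 22 in *rdr6*, 42 in *sgs3* and 5 in the libraries labelled *rdm12*. The alternative that moved a count most was the antisense strand, with 3 increased features in *sgs3*.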

The GO term results were divided into three categories: biological processes, cell components, and molecular functions. The GO terms that were significantly enriched (*p*-value < 0.05) and are shared by more than two genotypes were then further interrogated (Figure 2). 

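Genes named for the photosystems or light harvesting in the reference were taken as a family of 75. Increased transcripts included 36 of them in *rdr4* (two-sided Fisher's exact test, adjusted p = 1.8e-43), 22 in *rdr1* (7.3e-23), 17 in *rdr2* (2.5e-18) and 17 in *rdr5* (1.3e-15), adjusted over 64 tests of families and mutants. The median log2 fold change of the family was 0.39 in *rdr4*, 0.16 in *rdr5*, 0.15 in *rdr2* and 0.14 in *rdr1*. Among transcripts with a log2 CPM of at least 0, the adjusted p-values of the exact test were 6.2e-23 in *rdr4*, 1.0e-10 in *rdr1*, 2.1e-09 in *rdr2* and 1.9e-06 in *rdr5*. The alternative that moved the family most was an FDR under 0.05, which left 15 members in *rdr4*, 4 in *rdr1*, 2 in *rdr2* and 1 in *rdr5*. The gene lists of the GO terms were not used here. These exact tests treat genes as independent and make no allowance for the Col-0 libraries that the 4 mutants share. Low photosystem transcripts in those libraries cannot be told apart from a rise in the mutants.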

In the GO terms specific to biological processes (Figure 2A), we found that *rdr1, rdr2, rdr4*, and *rdr5* had similar enriched GO terms, including photosynthesis, response to light, and abiotic stresses, suggesting similar regulatory roles of RDR1, RDR2, RDR4, and RDR5 proteins in these processes. 

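Genes named for heat shock in the reference formed a family of 160, of which 7 were increased in *rdr3* (odds ratio 7.22, two-sided Fisher's exact test, p = 8.3e-05, adjusted p = 3.0e-04). The family's median log2 fold change in *rdr3* was 0.41, against 0.07 for random lists of the same abundance. Members were increased in other mutants as well, with 10 each in *rdr4* and *rdr5*, 8 each in *rdr1* and *sgs3*, 7 in *rdr2*, 6 in the libraries labelled *rdm12* and 4 in *rdr6*. Among transcripts with a log2 CPM of at least 0, 4 members were increased in *rdr3* (Fisher's exact test, adjusted p = 0.11), and at an FDR under 0.05 none was.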

RDR3 may play a regulatory function during plant response to heat conditions since *rdr3* mutant plants had seven significantly more abundant heat-related transcripts when compared to Col-0. Interestingly, the significantly more abundant transcript lists for *rdr6* and *sgs3* mutant plants share many abiotic stress GO terms, including response to water deprivation, salt stress, abscisic acid (ABA), and osmotic stress. These results suggest that the collaboration between RDR6 and SGS3 may have widespread significance in the regulation of plant abiotic stress responses. Conversely, we also found GO terms that were specific to *sgs3* and not *rdr6* mutant plants, which included response to cold and heat. 

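The nearest family that could be formed from the names in the reference, of 97 late embryogenesis abundant and dehydrin genes, had 2 members among the increased transcripts of *rdr6* (two-sided Fisher's exact test, adjusted p = 0.39) and 5 among those of *sgs3* (adjusted p = 0.0088). It had 6 in *rdr4* (adjusted p = 0.0086 by the same exact test), 4 in the libraries labelled *rdm12* (adjusted p = 0.0076) and 4 in *rdr1* (adjusted p = 0.064). Its median log2 fold change in *sgs3* was -0.05, of the opposite sign to the enrichment. Among transcripts with a log2 CPM of at least 0, the adjusted p of the exact test was 0.043 in *sgs3* and 0.59 in *rdr6*. At an FDR under 0.05, no member was increased in *sgs3* or *rdr6*, and 2 were in *rdr4*.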

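*Temperature-induced lipocalin* had a total RNA log2 fold change of 0.67 in *sgs3* (p = 0.0082 in the authors' deposited table, FDR 1) and 0.28 in *rdr6* (p = 0.25). *Heat shock cognate protein 70-1* had 0.18 in *sgs3* (p = 0.049 in the authors' deposited table, FDR 1) and -0.13 in *rdr6* (p = 0.14). It was also increased in *rdr1* (0.24), *rdr4* (0.20) and *rdr5* (0.47, FDR 4.7e-04) in the authors' deposited table. The difference between *sgs3* and *rdr6* was not tested for either transcript.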

Transcripts that represented these GO terms included *temperature-induced lipocalin* (*AT5G58070*), which is involved in thermotolerance, and a gene in heat shock gene family named *heat shock cognate protein 70-1* (*AT5G02500*) that is involved in plant heat tolerance as well as virus infection defense [52,53,54]. These data provide additional support for our findings that SGS3 has functions independent of RDR6 in various plant abiotic stress responses, and also works with other RDRs to regulate various processes in plants. 

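Of the transcripts increased in *sgs3*, 230 were also increased in *rdr1*, against 146 on average in simulated unchanged mutants with a common control (95% between 127 and 166). The simulation gives every transcript the same chance of a call, so this excess does not exclude the common control.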

In support of this latter hypothesis and previous findings [28], our GO analysis indicated that SGS3 and RDR1 both regulate a set of transcripts that are involved in the response to plant wounding, suggesting that SGS3 can also act as a cofactor for RDR1 to regulate various processes in plants, including the response to wounding.

To further study the function of RDRs and their cofactors in plant biology, we also studied the over-represented GO terms for cellular components and molecular functions amongst the populations of transcripts that showed significantly increased abundance in the six *rdrs* and two cofactor mutants. In general, the pattern of GO enrichments amongst the transcripts misregulated in the *rdr1*, *rdr2*, *rdr4*, *rdr5*, and *sgs3* mutants are similar for both cellular component (Figure 2B) and molecular function terms (Figure 2C), suggesting potentially similar regulatory functions among these four RDR proteins and SGS3 with regard to these specific cellular locales, processes, and functions. Specifically, *rdr1*, *rdr2*, *rdr4*, *rdr5*, and *sgs3* all have significant increases in abundance for transcripts enriched in cellular components, such as chloroplast and processes related to photosynthesis, suggesting the photosynthetic pathway might be affected by the loss of these proteins. 

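In *sgs3*, 9 members of the photosystem and light harvesting family were increased (two-sided Fisher's exact test, adjusted p = 6.4e-07), and in *rdr6*, 8 were (adjusted p = 4.5e-06). Among transcripts with a log2 CPM of at least 0, the enrichment was weaker (adjusted p of the exact test, 0.022 in *sgs3* and 0.038 in *rdr6*). The family's median log2 fold change was 0.05 in *sgs3*, above 77.3% of random lists of the same abundance, and 0.03 in *rdr6*, above 77.7% of them. At an FDR under 0.05, 1 member was increased in *sgs3* and none in *rdr6*. No member was increased in *rdr3*, which has Col-0 libraries of its own, and 1 was in the libraries labelled *rdm12*. A deviation of the shared Col-0 libraries stays open as the cause of the enrichment.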

Our data also showed that a lower number of GO terms are associated with *rdr3* mutants, which is consistent with its limited effect on smRNA populations in Arabidopsis plants. 

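The total RNA libraries of the *rdr3* comparison differed in content from the others. Their antisense abundance correlated with that of smRNA-seq across features (Spearman's rho, 0.77) more than in the set with shared Col-0 libraries (0.16), and features are not independent replicates. Of 178 microRNA genes, 66 had a log2 CPM above 0 on the sense strand in the *rdr3* set and 2 in the other set. The median antisense log2 CPM of 7 *TAS* loci was 3.88 in the *rdr3* set and -1.69 in the other. On the antisense strand, 283 features were increased in *rdr3* at an unadjusted p under 0.05, and 2 at an FDR under 0.05.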

We also compared the GO term patterns for RDR2 and RDR6 with their respective cofactors. In the case of RDR2, RDM12 works as its cofactor [17], and as expected we found that *rdr2* and *rdm12* overlapped in many GO terms. However, *rdr2* mutants displayed enrichment for differentially abundant transcripts in many more terms as compared to *rdm12* mutants. This finding was not surprising given that 399 transcripts were differentially abundant in *rdm12* mutants; there were many more transcripts (559 total) significantly more abundant in *rdr2* mutants as compared to Col-0. These results provide further support for our findings that RDM12 acts as a cofactor to RDR2 at specific substrates, but RDR2 also has a significant level of substrates that do not require this RNA-binding protein (RBP). 

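Transcripts increased in both *rdr2* and the libraries labelled *rdm12* numbered 59, or 10.6% and 14.8% of the increased transcripts of each. Simulated unchanged mutants with a common control shared 77.3 (95% between 63 and 92), more than were found. Decreased transcripts shared by both numbered 95.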

Previous findings demonstrated that SGS3 functions in RDR6-dependent smRNA biogenesis, especially in the processing of ta-siRNA, and this was further supported by our findings that many of the misregulated transcript GO terms were shared by these two proteins. However, we also found that there were a number of additional GO terms enriched for *sgs3* that were not shared with *rdr6* mutant plants, and this trend was true throughout all three GO term categories that were analyzed (Figure 2A–C). In fact, the RNA-seq experiments revealed that *rdr6* mutants had a total of 643 transcripts while *sgs3* mutants had 688 transcripts that were significantly more abundant in comparison with Col-0, and of these totals only one third of these transcript populations (193 transcripts) were common between the two mutant genotypes. Thus, our findings reveal that SGS3 has other functions beyond solely facilitating RDR6 in the processing of smRNAs that are dependent on this RDR for their biogenesis. 

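The shared transcripts were 30.0% of those increased in *rdr6* and 28.1% of those in *sgs3*. Simulated unchanged mutants with a common control shared 126 (95% between 109 and 145). By the ratio to the simulated mean, 1.53 (1.37 among transcripts with a log2 CPM of at least 0), the pair ranked 8 of the 21 pairs with shared Col-0 libraries, and by count 11. *sgs3* shared more increased transcripts with *rdr4* (236) and *rdr5* (233) than with *rdr6*, and the highest count was that of *rdr1* and *rdr4* (403). Of the transcripts shared by *rdr6* and *sgs3*, 165 (85.5%) were also increased in at least 1 of *rdr1*, *rdr2*, *rdr4*, *rdr5* and the libraries labelled *rdm12*, and 28 in none of them. An FDR under 0.05 in both mutants, the alternative that moved the overlap most, left 9 shared transcripts. From the transcripts not shared, the paper concludes that SGS3 has functions beyond those with RDR6.

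**Figure D4:**
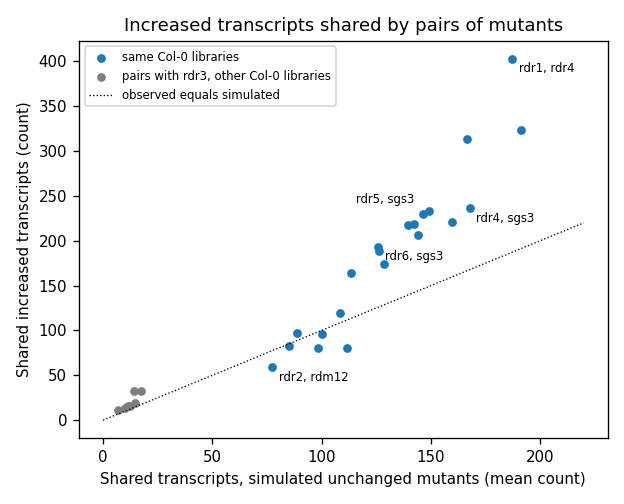
Number of shared increased transcripts (y axis) against the mean of simulated unchanged mutants (x axis) for the 28 pairs of mutants. The pair *rdr6* and *sgs3* lies at 193 against 126.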

### 3.4. The rdr6 and sgs3 Mutant Plants were Hypersensitive to ABA and Less Sensitive to Salt and PEG8000 Treatment

Through the careful analysis of our RNA-seq data, we found that transcripts related to abiotic stresses, including water deprivation, salt stress, and ABA response, were significantly more abundant in both *rdr6* and *sgs3* mutants as compared to Col-0 plants (Figure 2A). Thus, these processes appear to require both proteins for their proper regulation in plants. To test this possibility, we studied the responses of *rdr6* and *sgs3* mutant plants under these abiotic stress conditions/treatments. To observe whether *rdr6* and *sgs3* mutants have phenotypes under ABA treatment, two-day-old seedlings of Col-0, *rdr6*, and *sgs3* were treated with increasing concentrations of ABA (0, 0.5, 1, or 5 μM) on growth medium-containing plates for seven days, and root elongation was evaluated as a measure of seedling stress response. After seven days of growth in the presence or absence of ABA, the root length of both *sgs3* and *rdr6* seedlings was significantly (*p*-value < 0.05; Mann–Whitney test) shorter than Col-0 seedlings when the plants were treated with various concentrations of ABA as compared to when all genotypes were not subjected to this hormone treatment (Figure 3A,B). These data reveal that both *rdr6* and *sgs3* are hypersensitive to ABA treatment and unveil a new connection between these smRNA-producing proteins and response to this important plant hormone. 

ABA mediates the plant response to various abiotic stressors, including salt and water deprivation [55], which were response terms that were identified in our GO analysis of transcripts misregulated in the absence of both SGS3 and RDR6 function. To study whether *rdr6* and *sgs3* mutant plants are also required for proper response to these abiotic stresses with inappropriate responses consistent with their ABA hypersensitivity, seedlings of Col-0 and both mutants were planted either in petri plates containing 20% polyethylene glycol 8000 (PEG8000) solution or growth medium containing 200 mM NaCl (salt). When using 20% PEG8000 as a mimic for osmotic stress, because it is known to lower water potential in cells [56], we found that the two cotyledons of *rdr6* and *sgs3* mutant seedlings were able to fully open in the presence of this compound, while the majority of Col-0 seedling cotyledons remained unopened at day 4 (Figure 4A,B). This finding reveals that *rdr6* and *sgs3* mutant seedlings are more tolerant to PEG8000 treatment, suggesting that they are more resistant to osmotic stress than wild-type plants. We also treated two-day-old Col-0, *sgs3*, and *rdr6* seedlings with 200 mM NaCl for five days on growth medium-containing plates to observe the effect of salt stress on these three genotypes. We found that nearly all Col-0 seedlings displayed white cotyledons that lacked chloroplast development after five days of salt treatment, while more than 60% of *rdr6* or *sgs3* mutant plants developed normal green cotyledons that displayed chloroplast development even at this high salt concentration (Figure 4C–E), indicating the mutant seedlings are more salt tolerant than Col-0. In total, these results revealed that the smRNA-producing proteins SGS3 and RDR6 are hypersensitive to ABA and more resistant to corresponding abiotic stressors, such as salt and osmotic stress, as compared to Col-0. Thus, our findings suggest that an smRNA-mediated PTGS pathway is likely involved in the proper plant response to numerous abiotic stresses as well as proper response to the important plant hormone ABA.

To elucidate the potential siRNA-mediated silencing targets that result in the ABA hypersensitivity of *rdr6* and *sgs3* mutant seedlings, we further analyzed our smRNA-seq and total RNA-seq libraries to identify the target RNAs of those siRNAs that depend on both RDR6 and SGS3 for their biogenesis. Plant siRNAs bind to their targets through complementary base-pairing interactions along nearly their full length, making it easier to predict potential target RNAs of plant siRNAs by searching for sites with near-perfect complementarity in silico. 

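The sequences lost in both mutants comprised 142 of 21 nt, 92 of 22 nt, 33 of 23 nt and 147 of 24 nt. Each was aligned here to the mRNAs of 31431 genes without gaps, with a score of 1 for a mismatch and 0.5 for a G:U pair, doubled from position 2 to 13 of the smRNA, and a site was called at a score of 5 or lower. The score is an approximation of the scheme of psRNATarget, and the tool itself was not run.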

In order to predict targets for SGS3- and RDR6-dependent siRNAs, smRNA populations significantly lost (*p*-value < 0.01; EdgeR) in both the *rdr6* and *sgs3* mutants were inputted into the target search tool psRNATarget [39] (Supplemental Table S3). Next, target RNAs identified for this class of endogenous siRNAs by psRNATarget were overlapped with transcripts that are significantly more abundant (*p*-value < 0.05; EdgeR) in *rdr6* and *sgs3* mutants than Col-0 as identified from our RNA-seq analyses. 

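Transcripts increased in *rdr6* had sites for 61 of the sequences lost in both mutants, and those increased in *sgs3* had sites for 82. A site was found in 48 (8.21%) of the 585 increased transcripts with an mRNA in *rdr6* and in 57 (8.78%) of the 649 in *sgs3*, against 7.61% of the 30613 transcripts searched. Both shares were higher than that of all transcripts, by amounts that did not pass the limit (two-sided Fisher's exact tests, p = 0.58 and p = 0.26, adjusted p = 0.81 and 0.73 over 9 sets). Among transcripts with a log2 CPM of at least 0, 8.85% had a site. The share was then lower in *rdr6* (8.52%) and slightly higher in *sgs3* (9.22%). With a limit of 3 on the score, the alternative that moved these counts most, 10 and 13 sequences had a site.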

Using this approach, we identified 86 and 100 putative RDR6- and SGS3-dependent smRNAs, respectively, and their predicted target transcripts that are significantly more abundant in *rdr6* and *sgs3* mutants as compared to Col-0 plants. 

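Of the 174 transcripts with an mRNA that were increased in both *rdr6* and *sgs3*, 19 (10.9%) had a site, against 13.2 by chance (odds ratio 1.49, two-sided Fisher's exact test, p = 0.11, adjusted p = 0.51). Among transcripts with a log2 CPM of at least 0, 18 of 164 had a site (odds ratio 1.27, exact p = 0.33). The limit of 3 on the score left 1.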

Among the 16 predicted targets shared by RDR6 and SGS3, two of them are quite intriguing in that they have strong connections to proper ABA responses in plants. Specifically, we identified *nine-cis-epoxycarotenoid 3* (*NCED3*), which catalyzes the first step in abscisic-acid biosynthesis [57,58], and *MAP kinase kinase 9* (*MKK9*), which has been identified for its importance to abiotic stress response [59,60], as potential target RNAs of RDR6- and SGS3-dependent smRNAs. This analysis suggests a possible mechanism whereby lack of RDR6 or SGS3 in the knockout mutants fails to produce siRNAs that target *NCED3* and *MKK9*, and as a consequence, cause the hypersensitivity to ABA, resulting in tolerance to osmotic and salt stresses as observed in the *rdr6* and *sgs3* mutant seedlings. This hypothesis will require further testing in the future.

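*NCED3* (*AT3G14440*) had total RNA log2 fold changes in the authors' deposited table of 1.24 in *rdr6* (p = 0.0032, FDR 0.70) and 1.47 in *sgs3* (p = 8.8e-04, FDR 0.30). *MKK9* (*AT1G73500*) had 0.61 in *rdr6* (p = 0.049, FDR 1) and 0.80 in *sgs3* (p = 0.0081, FDR 1) in the authors' deposited table. Both transcripts were also increased in *rdr1* (1.44 for *NCED3* and 0.67 for *MKK9*) and *rdr4* (p = 5.9e-04 for *NCED3* and 0.0021 for *MKK9* in the authors' deposited table), and *NCED3* in the libraries labelled *rdm12* (1.23). The number of sites in *MKK9* was 2, shifted by 1 nt from each other and both for 21 nt sequences, and none was found in *NCED3*, whose lowest score was 6. At a limit of 3 on the score *MKK9* had 0 sites. From the predicted targets, the paper proposes that the loss of siRNAs against *NCED3* and *MKK9* underlies the response of *rdr6* and *sgs3* seedlings to ABA.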

## 4. Discussion

Our study conducted the first global transcriptome analysis of all RDRs and their two known cofactors in Arabidopsis. We provide insights into new substrates processed by RDRs resulting in smRNA biogenesis, new smRNA populations produced by RDRs, and global determination of targets of RDR-derived siRNAs. A genome-wide search for putative substrates in RDR-dependent smRNA biogenesis validated previously discovered substrates while also uncovering novel RDR substrate populations. Plant siRNAs bind to their targets through complementary base-pairing interactions throughout most or all of their full length, often resulting in siRNAs to feedback target their own substrates. Thus, a functional analysis of putative RDR substrates will help to understand the roles of RDRs in plant biology. Our findings suggest uncharacterized functions for all interrogated RDRs and their cofactors. For instance, our findings suggest a role for RDR1 in abiotic stress response while revealing that RDR2 and RDM12 may be involved in ubiquitination, plant biotic defense, and sugar metabolic processes. Additionally, we found that two of the RDRγ clade proteins (RDR4 and RDR5) may share similar functions in processes such as responses to biotic or abiotic stresses, while RDR6 and SGS3 may utilize *HAM* and *TCP* transcripts as their substrates to regulate shoot, root, or leaf development.

RNA interference is the process of siRNAs binding to their target RNAs through complementary base-paring interactions followed by the silencing of those target transcripts, usually through their degradation. Therefore, a loss of RDR-dependent smRNAs in *rdr* or their cofactor mutant plants will result in the accumulation of their target RNAs. Our global search for RDR target transcripts by RNA-seq suggests a potentially significant functional overlap between RDR1, RDR2, RDR4, RDR5, and SGS3, while the rest of these proteins, RDR3, RDR6, and RDM12, do not display as much potential functional overlap. Similar GO terms among the different RDRs that we focused on in our study suggest that these RDRs may have redundant smRNA-generating substrates and thus biological functions. Previous studies demonstrated that over 99% of the annotated smRNA generating loci in Arabidopsis have a decrease of smRNAs in *rdr1/2/6* triple mutant plants, and there are 58 annotated *MIRNAs* that are RDR1/2/6-dependent [61]. By definition, miRNAs are derived from single-stranded hairpins in an RDR-independent manner. The finding that 58 annotated *MIRNAs* are downregulated in *rdr1/2/6* mutant plants suggests that RDR1, RDR2, and RDR6 may have redundant roles in regulating processes that were not previously uncovered by studying RDR1, RDR2, or RDR6 alone. Similarly, another study found that loss of RDR1/2/6 reduces the expression of antisense RNAs during plant response to abiotic stresses, and *TAS2* antisense RNAs were lower in *rdr1/6, rdr2/6,* or *rdr1/2/6* mutant plants when compared with *rdr6* single-mutant plants [62]. These findings reveal that RDR1/2/6 regulate the abundance of stress-related antisense RNAs cooperatively, but this functionality is separate from RDR6 functionality in siRNA biogenesis due to the fact that *TAS2* was still found to accumulate in the absence of RDR6 function (*rdr6* mutation). However, there is no study that currently addresses the redundancy of RDR3, RDR4, and RDR5 functions that is suggested in our study. Therefore, a global analysis of further *rdr* multimutants (e.g., *rdr3/4/5*) is likely to identify additional RDR-dependent smRNA-generating substrates and their specific targets in plants.

Furthermore, transcripts enriched for abiotic stress responses, such as water deprivation, salt, and ABA response, were found to be likely targets of RDR4, RDR5, RDR6, and SGS3. Since RDR6 and SGS3 are known to act cooperatively during siRNA biogenesis, we wanted to further test whether these two proteins also potentially function cooperatively to regulate specific plant abiotic stress responses by testing whether *rdr6* and *sgs3* mutant seedlings do not respond properly when subjected to osmotic and salt stress as well as ABA treatment. Indeed, we found that *rdr6* and *sgs3* mutants are both hypersensitive to ABA, tolerant to PEG8000, and less sensitive to salt treatment. Target prediction by psRNATarget revealed that two transcripts, *NCED3* and *MKK9*, may be the cause of the ABA hypersensitivity of *rdr6* and *sgs3* mutant seedlings. In support of this hypothesis, previous studies have demonstrated that *NCED3* overexpression results in plants that are more tolerant to drought than Col-0 [58], and that *mkk9* knockout mutants are hypersensitive to NaCl treatment [60]. These phenotypes match the expected phenotypes observed in *rdr6* and *sgs3* mutants, which should result in the overabundance of the mRNAs encoding both of these proteins. Future work will be needed need to explore this intriguing connection between RDR6 and SGS3-dependent smRNA regulation of *NCED3* and *MKK9* during plant ABA response as well as in response to salt and osmotic stress.

To find the origin of the smRNAs that target the *NCED3* and *MKK9* transcripts for potential PTGS-mediated silencing, we scanned for the smRNA-generating loci that demonstrated decreased levels of smRNAs that psRNATarget [39] predicted to bind the *NCED3* and *MKK9* RNAs in the *sgs3* and *rdr6* mutants. This analysis indicated that RDR6 and SGS3 use *cytochrome P450* transcripts to synthesize a 24 nt smRNA that can potentially bind to *NCED3* to perform gene silencing, along with two smRNAs (one 21 nt and one 22 nt), both processed from *TAS2* and have high levels of complementarity, to potentially target *MKK9* to regulate its transcript levels. 

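The lowest score in *MKK9*, 4.5, was that of the 21 nt sequence UUUUACGGGGAUAAGACUGAA, which pairs with positions 1140 to 1160 of the transcript, in the coding region on chromosome 1 from 27639484 to 27639504. This sequence matches the genome once, in *TAS2*, on chromosome 2 from 16539846 to 16539866. The second site was that of UUUUUACGGGGAUAAGACUGA, shifted by 1 nt, with a score of 5, and the lowest score of a 22 nt sequence in *MKK9*, UUUUACGGGGAUAAGACUGAAA, was 5.5. Of 200 shuffles of the sequences, 4% had a site in *MKK9*, and 2 of 100 reached its lowest score. In *NCED3* the lowest score, 6, belonged to the 24 nt sequence UCAAGUCGGAGCUUUGCUUUAACU, and 62 of 100 shuffles of all sequences and 11 of 100 of the 24 nt sequences reached as low a score. Its only genomic match lies on chromosome 3 from 9646408 to 9646431, 314 nt after *CYP71B36* and 352 nt before *CYP71B37* and inside no annotated gene.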

Further analysis should be done to fully elucidate if RDR6- and SGS3-mediated silencing of *NCED3* and *MKK9* is the molecular mechanism influencing the ABA phenotypes of *rdr6* and *sgs3* mutant plants. 

Although previous studies have demonstrated that SGS3 works as an RNA stabilizer at the TAS loci during dsRNA formation mediated by RDR6 [26], the ability of this RBP to affect the levels of putative substrates for other RDR proteins has not been previously defined. Our findings would suggest that SGS3 likely functions with other RDRs in smRNA biogenesis. In our smRNA-seq data, differential smRNA abundance analysis from the six *rdr* mutants and *sgs3* revealed a larger population of smRNAs significantly decreased in *sgs3* as compared to *rdr6* mutants. Additionally, we identified significant overlaps of smRNA populations that are significantly decreased in *sgs3* and four other *rdr* mutants (*rdr1*, *rdr2*, *rdr4*, and *rdr5* mutants), in addition to the expected overlap with smRNAs lost in *rdr6* mutant plants. Furthermore, GO analysis of transcripts that show significant increases in abundance in RNA-seq datasets indicated that SGS3 regulates a broader range of transcripts than RDR6, including those encoding proteins involved in response to osmotic and cold stress. We also found overlap between transcripts misregulated in the absence of either SGS3 or RDR2, over-representing transcripts encoding proteins involved in regulation of the jasmonic acid pathway while the shared misregulated transcripts between SGS3 and RDR1 are over-represented for those encoding proteins involved in the response to wounding. Although further studies are needed, these findings lead to the intriguing hypothesis that SGS3 facilitates other RDRs in smRNA biogenesis, greatly expanding the functionality and substrates for this RBP. The strong connection between RDR- and SGS3-mediated smRNA-directed PTGS and numerous plant stress responses suggests this is an important area for future inquiry. In conclusion, our study provides a comprehensive transcriptome analysis unveiling new substrates and potential functions of the six Arabidopsis RDR proteins and their cofactors SGS3 and RDM12. Our findings also uncovered a new role for SGS3 in conjunction with RDR6 in abiotic stress response as well as new findings that SGS3 can also utilize putative substrates of other RDRs, suggesting it partners with these other proteins as well as RDR6.

## Figures and Tables

**Figure 1:**
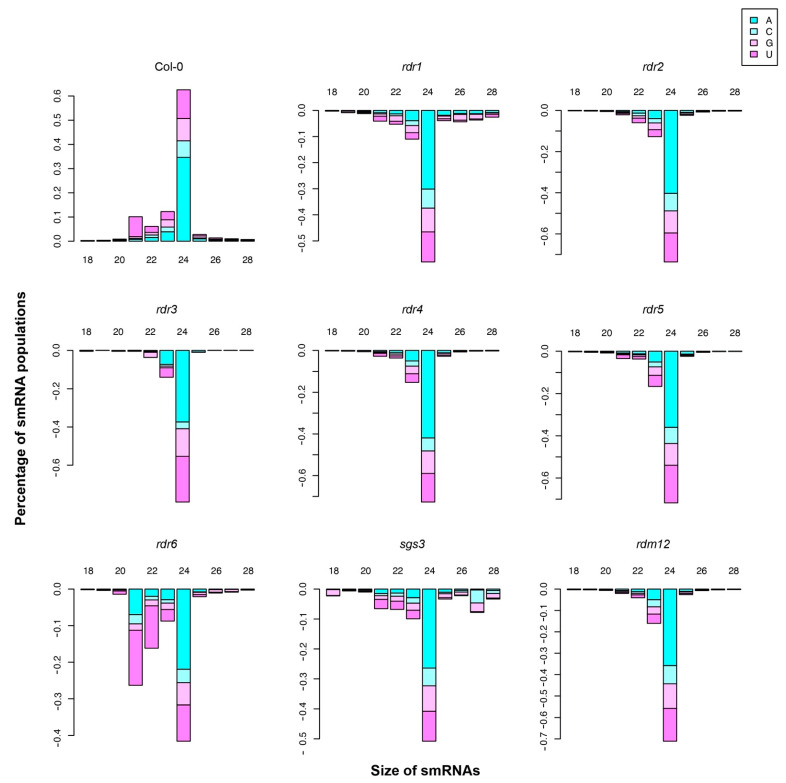
Small RNA population breakdowns for the six Arabidopsis RDR proteins and two of their cofactors (SGS3 and RDM12). The smRNAs were mapped to unbiased 500 nt genomic bins; the smRNA populations identified in Col-0 and smRNAs lost in *rdr1–6*, *rdm12*, and *sgs3* mutant plants (as specified) were plotted based on smRNA length and 5′ terminal nucleotide.

**Figure 2:**
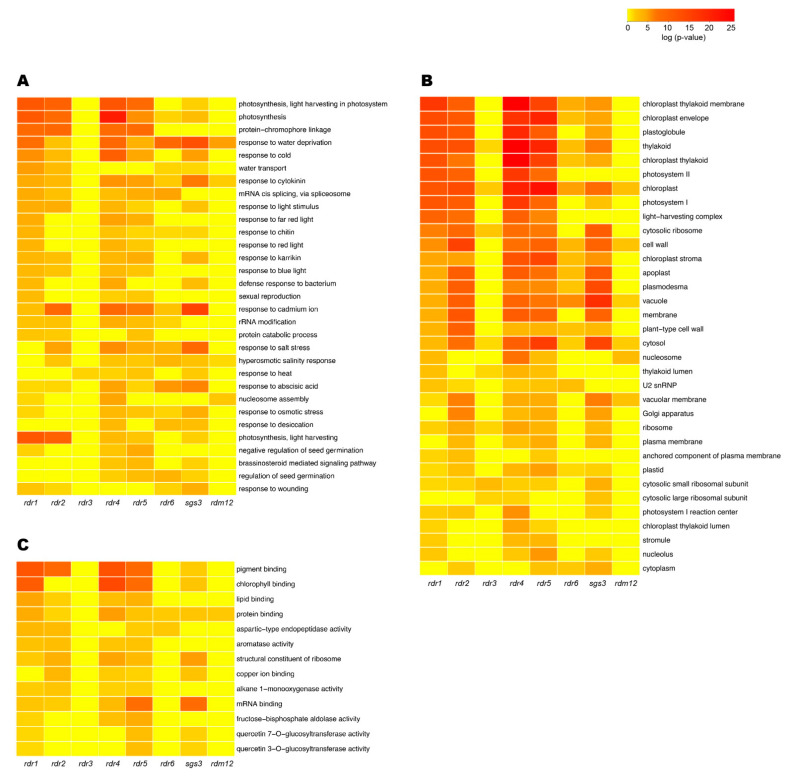
Heatmap of Gene Ontology (GO) enrichment terms for significantly more abundant transcripts in *rdr1–6*, *sgs3*, and *rdm12* mutants as compared to Col-0. The significantly more abundant transcripts (*p*-value < 0.05; edgeR) are plotted on the heatmaps and clustered by GO terms (*p*-value < 0.05; DAVID). Each column indicates a mutant genotype (as specified), each row presents a GO term (as specified), colors correspond to the log_10_ of *p*-value associated with each GO term, with red color showing the highest levels of significant enrichment within that GO category. (**A**) GO terms for biological processes. (**B**) GO terms for cell components. (**C**) GO terms for molecular function.

**Figure 3:**
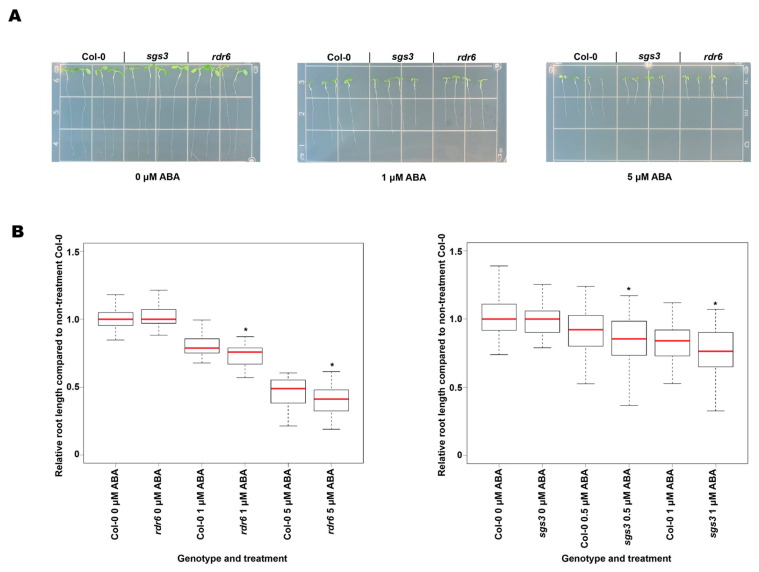
The *rdr6* and *sgs3* mutant plants are hypersensitive to ABA treatment. (**A**) Representative images of Col-0, *sgs3*, and *rdr6* seedlings grown under 0, 1, and 5 μM ABA treatment for five days. From left to right, the genotypes are as indicated. Seedlings were transferred to a new nontreatment plate for photographing. (**B**) (**Left**) Relative root length of Col-0 and *rdr6* seedlings under 0, 1, and 5 μM ABA treatment, *x*-axis denotes each genotype and ABA concentration used for treatment, *y*-axis shows the relative root length compared to Col-0 0 μM ABA treatment. A total of 185 seedlings were measured for these treatments. (**Right**) Relative root length of Col-0 and *sgs3* seedlings under 0, 0.5, and 1 μM ABA treatment. A total of 452 seedlings were measured for this treatment. * denontes *p*-values < 0.05; Mann-Whitney test.

**Figure 4:**
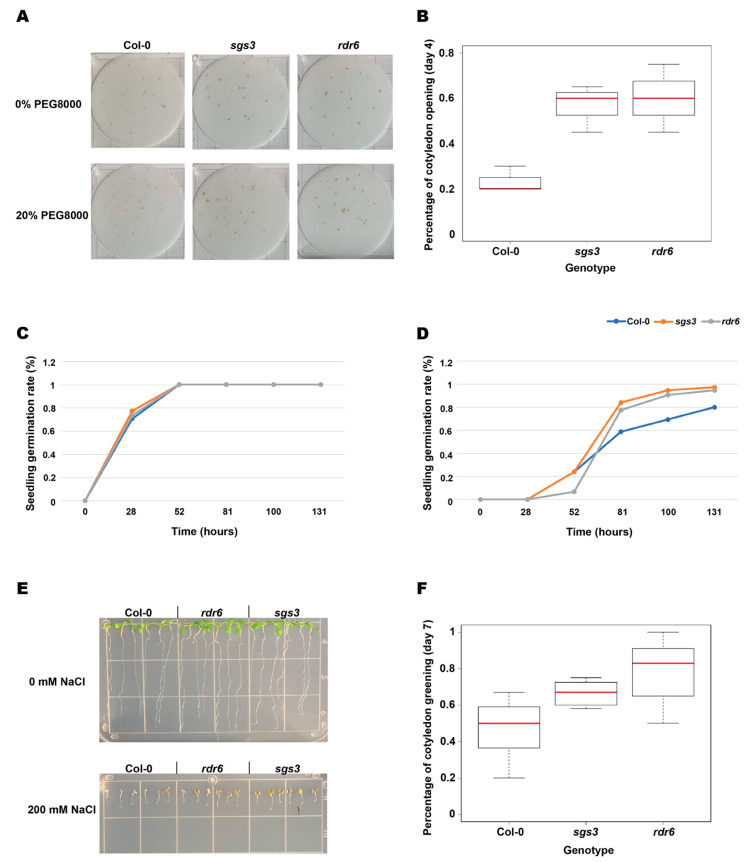
Results show *rdr6* and *sgs3* are less sensitive to PEG8000 and salt treatment. (**A**) Representative images of seedlings of the indicated genotypes grown without (**upper**) or with 20% PEG800 treatment in solution (**lower**) for four days. From left to right, the genotypes are Col-0, *sgs3*, and *rdr6*. (**B**) Percentage of cotyledon opening at day 4 with or without 20% PEG8000 treatment. The *x*-axis indicates the different genotypes, *y*-axis shows the percentage of cotyledon opening for each genotype. (**C**,**D**) The rate of seedling germination without (**C**) and with 200 mM NaCl (salt) (**D**) treatment. The *x*-axis of these graphs indicates developmental timing of the seedlings for the three genotypes, while the *y*-axis displays the percentage of germinated seedlings. Blue, orange, and grey lines denote Col-0, *sgs3*, and *rdr6*, respectively. (**E**) Respective images of seedlings of the indicated genotypes grown without (upper) or with 200 mM NaCl treatment (lower) for seven days. From left to right, the genotypes are Col-0, *rdr6*, and *sgs3*. (**F**) Percentage of cotyledon greening for seedlings of the three indicated genotypes after seven days of 200 mM NaCl treatment. The *x*-axis indicates the specific genotype, while the *y*-axis displays the percentage of seedlings with green cotyledons for each genotype.

**Table 1:** Summary of putative substrates for the six RDRs and two cofactors identified in TAIR10 annotated transcripts. Two strand indicates putative substrates appeared on both the sense and antisense strands, and total means the total number of putative substrates identified. For annotated transcripts, strand information is given. The population of putative RDR substrates that was significantly downregulated in the mutants when compared with Col-0 are shown (smRNA counts down by 1/3, FDR < 0.05).

Genotype	Sense	Antisense	Two Strand	Total
*rdr1*	48	67	21	94
*rdr2*	12,488	2302	2261	12,529
*rdr3*	1	0	0	1
*rdr4*	37	50	24	63
*rdr5*	46	59	26	79
*rdr6*	74	104	54	124
*sgs3*	107	177	65	219
*rdm12*	136	183	72	247

**Table 2:** Shared putative substrates among RDRs, RDM12, and SGS3. Shared substrates are counted by overlapping the union of sense and antisense differentially abundant putative substrates found in Table 1.

	*rdr1*	*rdr2*	*rdr3*	*rdr4*	*rdr5*	*rdr6*	*sgs3*
*rdr2*	10						
*rdr3*	1	1					
*rdr4*	7	10	1				
*rdr5*	5	13	1	8			
*rdr6*	3	9	0	3	4		
*sgs3*	3	69	0	6	8	27	
*rdm12*	7	58	1	9	11	5	14

## Data Availability

The raw and processed data for RNA-seq and smRNA-seq libraries made with RNA extracted from 30 days unopened flower buds of Col-0 and all mutants has been deposited in the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo, accessed on 22 April 2021) database under the accession number GSE169270. The sequencing data presented here is also available through the EPIC-CoGe genome browser (Lyons and Freeling, 2008): https://genomevolution.org/coge/NotebookView.pl?nid=2906, accessed on 22 April 2021.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ncrna7020028/s1, Figure S1: Correlation analysis of smRNA-seq libraries, Figure S2: Browser views at example transcripts demonstrating loss of smRNA enrichment in mutants compared to Col-0, Figure S3: Correlation analysis of total RNA-seq libraries, Table S1: Putative substrates, Table S2: RNA-seq upregulated transcripts, and Table S3: smRNAs lost in *rdr6* or *sgs3* mutant plants.

How the deposited data were processed for this re-analysis (not part of the article)

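smRNAs of 15 to 50 nt and total RNA were sequenced by the authors from unopened flower buds of Col-0 and of the mutants *rdr1* to *rdr6*, *sgs3* and *rdm12*, with 2 libraries per group. The authors mapped the reads to TAIR10, counted them with HTSeq on the sense and the antisense strand of genes and transposable elements, and compared each mutant with Col-0 in edgeR. They deposited the 40 tables of these comparisons, 5 per mutant, for smRNAs on the sense strand, the antisense strand and in genomic bins of 500 nt, and for total RNA on both strands. Each deposited table holds a log2 fold change of the mutant over Col-0, a mean abundance as log2 CPM, the authors' unadjusted p-value and the authors' FDR, which is a p-value adjusted for multiple tests. The sign was checked on the mutated genes of *rdr1*, *rdr2*, *rdr6* and *sgs3*, whose transcripts were lower, and rests on the labels for the other mutants. The labels of the *rdr3* total RNA libraries number their controls 1 and 2, and no Col-0 total RNA library has these numbers. The Col-0 libraries 9 and 10 were taken as the controls by inference. The reads were not processed again here.

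Sense and antisense tables have 64795 rows, of which 64790 are features, and bin tables have 239338. Of 33601 gene rows, 32834 matched a locus tag of the TAIR10 annotation held here, 31188 had a product name and 31431 genes had an mRNA for the target search. HTSeq's 5 totals of reads without a feature were left out of every count and test. In the smRNA sense tables with shared Col-0 libraries, reads mapped to several places made up 75.7% of the summed CPM, reads outside features 15.3% and ambiguous reads 1.15%. The antisense tables of that set gave 82.0% for reads mapped to several places. The depth of each library is not in the tables, and neither is a value per library, so errors between replicates, intervals from depth and fits that leave out a library could not be computed. Approximate standard errors were derived from each log2 fold change and its p-value.

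smRNAs were called decreased at a log2 fold change of -0.58 or lower and an FDR under 0.05, increased at 0.58 or higher and an FDR under 0.05, and the union of both strands was counted. Transcripts were called increased in total RNA at a log2 fold change above 0 and an unadjusted p-value under 0.05 on the sense strand. Overlaps of decreased or increased features were tested with one-sided Fisher's exact tests. Shares of transposable elements, gene families in total RNA, sequence lengths and target sites were tested with two-sided Fisher's exact tests, and p-values were adjusted by the Benjamini-Hochberg method. The tests of families treat genes as independent and make no allowance for shared Col-0 libraries. Lists were compared with 10000 random lists of the same size and log2 CPM. Overlaps of mutants compared with the same Col-0 libraries were set against 1000 simulations in which neither mutant changed and both were compared with the same control. Calls on the sense and the antisense strand were drawn independently for smRNAs, which lengthens the simulated lists. Every simulated feature had the same error and the same chance of being called. The seed was 20210427. Binomial intervals are exact and cover counting error only.

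The sequences of Table S3 were counted by length and 5′ nucleotide and matched to the genome without mismatches. Sites in mRNAs were scored with 1 for a mismatch and 0.5 for a G:U pair, doubled from position 2 to 13, with a limit of 5, against 200 shuffles of the sequences, and lowest scores against 100. Genes given by name are those the paper names in its results, the transcripts of the mutated genes the *TAS* loci, and in each mutant the 3 features with the lowest log2 fold change, as the mean of both strands, among those decreased on both strands. *AT2G19920*, the gene families' members and the loci beside the predicted sites were named after their values had been seen.

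These calls, tests and the alternatives of a log2 CPM of at least 0, other limits on the FDR, the fold change or the score, a single strand and single matches were chosen before the data were examined. Centring the *rdr2* antisense table on its sense table, the *rdr2* bins on the sense table and each table on its microRNA genes were added afterwards. Leaving out each replicate and a second method of normalization were also chosen and were not run, because both need values per library. The *rdr2* sheet of Table S1 is held only in part, and no set was tested on it. The seedling phenotypes and the GO terms were not analysed here.

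The procedures were tested on simulated values drawn from normal distributions. No libraries or reads were simulated, so the design of 2 libraries against 2 was not itself tested. In 5000 simulated rows, 4.47% of the calls at an adjusted p under 0.05 were false and 87.8% of the planted changes were called. In 20000 simulated rows with 4000 planted decreases, 4069 decreases were called without an offset between tables, 2761 with an offset of 2 and 4069 after the offset was taken off. The overlap of 200 and 200 calls was 26.0 with a common control and 1.90 with separate controls. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Numba 0.67.0 and Matplotlib 3.10.9 were used.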

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

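The tests of scaling reported here were chosen only after the increased smRNAs had been seen.

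The paper reports features with decreased smRNAs, and the same deposited tables hold features with increased smRNAs, which drew attention as a signal that the paper does not analyse. At a log2 fold change of 0.58 or higher and an FDR under 0.05 on either strand, they numbered 41 in *rdr1*, 10127 in *rdr2*, 16 in *rdr3*, 27 in *rdr4*, 56 in *rdr5*, 93 in *rdr6*, 104 in *sgs3* and 89 in the libraries labelled *rdm12*.

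In *rdr2*, 1.88% of the increased features were transposable elements, and the median log2 fold change of 112 microRNA genes, which are made without an RDR, was 2.57. The first quartile of these genes was 2.18. The values are consistent with a change of scale after the loss of most 24 nt smRNAs, in which the remaining smRNAs take a larger part of the reads. The 119 features that stayed increased after centring each table on its microRNA genes follow from the shift of the tables and decide nothing. How many of the increases the change of scale accounts for stays open, and no biological explanation was tested.

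In the other mutants the median of the microRNA genes lay between -0.29 (*rdr5*) and 0.77 (the libraries labelled *rdm12*). Whether these genes are themselves unchanged in those mutants was not tested, so a technical and a biological origin of the smaller sets remain open.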

How the results depend on the processing

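The tests that centre a table on microRNA genes or on another table were chosen only after the results had been seen, and the other alternatives were chosen in advance. Of 312 comparisons of a result with an alternative, 184 left the result on its side of the limit, or a count within 1.5 times of its value, and 128 changed it. Leaving out each replicate and a second normalization were not run, since the tables hold no values per library. Unless a reason is given, the cause was not tested.

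Features with decreased smRNAs were within 1.5 times in every mutant with FDR limits of 0.01 and 0.1, except that the antisense count of *rdr2* fell to 1502 at 0.01. A decrease of at least 2-fold left 136 in *sgs3*. A log2 CPM of at least 0 left 6790 in *rdr2* and 49 in *rdr5*. Centring the *rdr2* antisense table on the sense table gave 9965 decreased antisense features. Centring each table on its microRNA genes gave 6499 in *rdr1*, 3 in *rdr3*, 2793 in *rdr4*, 375 in *rdr6*, 6282 in *sgs3* and 7740 in the libraries labelled *rdm12*, because the centring lowers every log2 fold change in those tables. Features with increased smRNAs numbered 25 in *rdr1* with an increase of at least 2-fold. With a log2 CPM of at least 0 they numbered 71 in *rdr1*, 1024 in *rdr2*, 37 in *rdr5* and 49 in *rdr6*. Centred on microRNA genes, they numbered 19 in *rdr1*, 119 in *rdr2*, 10 in *rdr3*, 235 in *rdr5* and 58 in the libraries labelled *rdm12*.

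Decreased bins changed in *rdr2* (8325) and *sgs3* (482) with a decrease of at least 2-fold, in *rdr3* with an FDR limit of 0.1 (10) and a log2 CPM of at least 0 (24), in *rdr5* with that minimum (185), and in *rdr2* after centring on the sense table (50631). Of the loci of SGS3-dependent 24 nt smRNAs, 52.5% lay in *rdr2* bins at a log2 fold change of -1 or lower, and 89.7% in *rdr2* bins decreased after centring. Random bins rose to 85.5% with that centring from 64.9%, so the excess over them became smaller. The share of transposable elements reversed its direction against the background with a log2 CPM of at least 0 in *rdr1* (55.7%), *rdr4* (54.2%), *rdr5* (49.0%) and *sgs3* (58.2%), and no longer passed the limit in the libraries labelled *rdm12* (68.4%), as the background rose to 66.9%.

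Shared features were within 1.5 times at an FDR limit of 0.1 for all 21 pairs. Counting the sense strand alone, which leaves fewer calls, gave for *rdr1* 45 with *rdr2*, 18 with *rdr4*, 19 with *rdr5*, 13 with *rdr6*, 16 with *sgs3* and 30 with *rdm12*, and for *rdr2* 37 with *rdr4*, 42 with *rdr5*, 34 with *rdr6*, 63 with *sgs3* and 128 with *rdm12*. It gave 16 for *rdr4* and *rdr5*, 10 for *rdr4* and *rdr6*, 11 for *rdr4* and *sgs3*, 16 for *rdr5* and *rdr6*, 20 for *rdr5* and *sgs3*, 51 for *rdr6* and *sgs3*, 19 for *rdr6* and *rdm12* and 37 for *sgs3* and *rdm12*. The second mutant at an unadjusted p under 0.05, which calls more features, gave for *rdr1* 53 with *rdr4*, 51 with *rdr5*, 42 with *rdr6* and 54 with *sgs3*. For *rdr2* it gave 643 with *rdr4*, 404 with *rdr5*, 575 with *rdr6*, 1268 with *sgs3* and 1386 with *rdm12*, and further 33 for *rdr4* and *rdr6*, 36 for *rdr4* and *sgs3*, 53 for *rdr5* and *sgs3* and 130 for *sgs3* and *rdm12*. A decrease of at least 2-fold gave 72 for *rdr2* and *sgs3* and 39 for *sgs3* and *rdm12*. In these pairs *rdm12* stands for the libraries labelled so.

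Increased transcripts at an FDR under 0.05 numbered 72 in *rdr1*, 25 in *rdr2*, 6 in *rdr3*, 152 in *rdr4*, 56 in *rdr5*, 22 in *rdr6*, 42 in *sgs3* and 5 in *rdm12*, as the limit is stricter. An increase of at least 1.5-fold left 519 in *rdr1*, 347 in *rdr2*, 642 in *rdr4*, 485 in *rdr5*, 398 in *rdr6* and 425 in *sgs3*. The antisense strand had 8 in *rdr1*, 17 in *rdr2*, 18 in *rdr4*, 17 in *rdr5*, 19 in *rdr6*, 3 in *sgs3* and 9 in *rdm12*, and a log2 CPM of at least 0 left 248 in *rdr3*. Shared with *sgs3* at an FDR under 0.05 were 10 transcripts in *rdr1*, 17 in *rdr4*, 13 in *rdr5* and 9 in *rdr6*.

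Of the gene families, at an FDR under 0.05 the photosystem family had 1 increased member in *rdr5*, 0 in *rdr6* and 1 in *sgs3*, the heat shock family 1 in *rdr1*, 0 in *rdr2*, 0 in *rdr3*, 2 in *rdr4*, 2 in *sgs3* and 0 in *rdm12*, and the ribosomal protein family 2 in *rdr1*, 0 in *rdr2*, 0 in *rdr3*, 3 in *rdr4*, 1 in *rdr5*, 0 in *rdr6* and 0 in *rdm12*, no longer past an adjusted p of 0.05. With a log2 CPM of at least 0, the same was so for heat shock with 8 in *rdr1*, 6 in *rdr2*, 4 in *rdr3*, 10 in *rdr4*, 10 in *rdr5*, 8 in *sgs3* and 4 in *rdm12*, and for ribosomal proteins with 16 in *rdr1*, 18 in *rdr2*, 27 in *rdr4*, 23 in *rdr5*, 9 in *rdr6*, 17 in *sgs3* and 5 in *rdm12*. The RNA level of substrates with a total RNA log2 CPM of at least 0 moved past its limit in *rdr1* (median log2 fold change 0.24) and *rdr5* (-0.29). A limit of 3 on the score left 0 target sites in *MKK9* and 1 transcript with a site among those increased in both *rdr6* and *sgs3*.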

Differences from the paper's values

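The comparison with subsets of Table 2 reported here was a test chosen only after the values had been seen.

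The number of features with decreased smRNAs shared by a pair of mutants was more than 1.5 times the number in Table 2 of the paper for the 21 pairs with shared Col-0 libraries, where *rdm12* stands for the libraries labelled so. With *rdr1*, the shared features numbered 75 for *rdr2* (the paper's value, 10), 33 for *rdr4* (the paper's value, 7) and 29 for *rdr5* (the paper's value, 5). They numbered 27 for *rdr6* (the paper's value, 3), 27 for *sgs3* (the paper's value, 3) and 49 for *rdm12* (the paper's value, 7). With *rdr2*, the shared features numbered 60 for *rdr4* (the paper's value, 10) and 69 for *rdr5* (the paper's value, 13). They numbered 68 for *rdr6* (the paper's value, 9), 155 for *sgs3* (the paper's value, 69) and 220 for *rdm12* (the paper's value, 58). With *rdr4*, the shared features numbered 26 for *rdr5* (the paper's value, 8), 20 for *rdr6* (the paper's value, 3), 22 for *sgs3* (the paper's value, 6) and 38 for *rdm12* (the paper's value, 9). With *rdr5*, the shared features numbered 30 for *rdr6* (the paper's value, 4), 31 for *sgs3* (the paper's value, 8) and 54 for *rdm12* (the paper's value, 11). *rdr6* shared 80 features with *sgs3* (the paper's value, 27) and 36 with *rdm12* (the paper's value, 5). *sgs3* and *rdm12* shared 62 (the paper's value, 14).

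Of the alternatives set before the data were examined, the sense strand alone (63) and a decrease of at least 2-fold (72) brought *rdr2* and *sgs3* within 1.5 times of the paper's value of 69. For the other 20 pairs, no alternative did so. An FDR limit of 0.1 and an unadjusted p-value in the second mutant brought no pair within 1.5 times. The 7 pairs with *rdr3* equalled Table 2. The paper's text gives 26 shared features for *rdr4* and *rdr5*, which equals the value here. Counting transposable elements decreased on both strands, a subset chosen after the values had been seen, equalled Table 2 in 8 of 28 pairs, 6 of them among the 21 pairs without *rdr3*.

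The paper states an adenosine bias at the 5′ end of the 21 to 22 nt smRNAs lost in *rdr6*, where 24.1% of the sequences in Table S3 began with adenosine and 53.4% with uridine. The measures are unlike. The paper classified Col-0 smRNAs in bins called decreased, and the shares here count each listed sequence once. It states unique substrates for the γ clade RDRs, and the features decreased in no other mutant numbered 0 in *rdr3*, 0 in *rdr4* and 5 in *rdr5*, or 0, 11 and 12 with *rdr2* left out. It states a 24 nt smRNA with a site in *NCED3*, where the lowest score here was 6, above the limit of 5. It states smRNAs of 21 and 22 nt against *MKK9*, where both sites found here were for 21 nt sequences and the lowest score of a 22 nt sequence was 5.5.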

Other observations

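The tests chosen only after the result was seen are those of the *rdr2* scale, the bins shared by several mutants, the transcripts shared by *rdr6* and *sgs3*, the total RNA of *rdr3*, the other mutants with increased *NCED3* and *MKK9*, and the *RDM12* transcript. For the precision of *rdr3*, the 24 nt smRNAs lost in *sgs3* and the target sites, the test was set out before its result was seen, and the lowest of 3 medians as the measure for the 24 nt smRNAs was settled afterwards. The limits by which each of these tests was read were also set after the values had been seen. Random lists treat loci as independent, so their ranges are too narrow.

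In *rdr2*, fewer features were decreased on the antisense than on the sense strand. Reads mapped to several places differed by 2.19 log2 units between the tables, close to the median difference of 2.08 over features abundant on both strands, which is consistent with a difference in scale between the tables. A loss from the sense strand alone is argued against by the 2302 features decreased on the antisense strand in the table as deposited, 2261 of them on both strands, against at most 183 in any other mutant. The 9965 found after centring follow from the shift of the table and decide nothing. How the difference in scale arose, and which table has the right scale, was not tested.

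Bins decreased in 4 or more of 6 mutants could reflect a deviation of the Col-0 libraries that these mutants share. Against that as the whole explanation, the bins had a median log2 fold change of -0.62 in *rdr3*, which has other Col-0 libraries, against 0.15 for random bins of the same abundance. The 35 features decreased in 4 or more of them had a weaker median there, -0.22, with 1.55% of random lists lower. A part of the overlap from the shared libraries stays open, as the median was lower in each of the 6 mutants (between -2.96 and -1.68), which were also used to choose the bins. At 139 bins decreased in *rdr1* alone among the 6, smRNAs in *rdr2* had a median of 4.49, against -0.74 for random bins of the same abundance. In *rdr2*, microRNA genes had a median of 2.57 in the sense table, and the bin table lay a further 2.16 higher. Loci that do not need RDR2 can therefore reach such values by scale alone, and 4.49 is no evidence of a gain of smRNAs. No other explanation was tested.

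For the 24 nt smRNAs lost in *sgs3* and not in *rdr6*, a deviation of the shared Col-0 libraries would lower the same bins in *rdr1*, *rdr4* and *rdr5*. The medians were -0.02 in *rdr1* and 0.06 in *rdr5*, and the lowest of the 3 was -0.0893, in *rdr4*, against -0.57 in *sgs3*, which argues against it as the whole cause. In *rdr4*, as in *rdr6* (-0.18) and the libraries labelled *rdm12* (-0.32), which share the same Col-0 libraries, the bins were below all random lists. The value in *sgs3* is also inflated by the choice of the sequences in it. A part from the shared libraries stays open.

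The single feature decreased in *rdr3* was weighed against the precision of that comparison. With its errors, 22.1% of the decreases called in 6 other mutants would have been called, so low precision may account for part of the small number. A small role of RDR3 stays open beside it, since the test does not exclude it.

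Transcripts increased in both *rdr6* and *sgs3* numbered 193, and the shared Col-0 libraries alone gave up to 145 at the upper end of the 95% range of simulations, a bound that decides nothing. In *rdr3*, with other Col-0 libraries, 192 of these transcripts had reads and a median log2 fold change of 0.32, against 0.18 for random lists of the same abundance (percentile 99.9), which argues against the shared libraries as the whole explanation. The difference is small, and a part from the shared libraries stays open. Of the shared transcripts, 85.5% were also increased in at least 1 of 5 other mutants, for which no value in unchanged mutants was computed. A change common to the mutants cannot be told apart from a deviation of the Col-0 libraries by this share, since the 7 mutants share those libraries. A cooperation of RDR6 and SGS3 stays open as well.

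*NCED3* and *MKK9* were increased in both *rdr1* and *rdr4*, 2 of the 5 other mutants with shared Col-0 libraries. As these genes were picked for their increase and the libraries are shared, a change common to the mutants cannot be told apart from a deviation of the Col-0 libraries. Of the transcripts increased in both *rdr6* and *sgs3*, 10.9% had a site for a lost smRNA, against 7.61% of all transcripts, an excess that did not pass the limit (two-sided Fisher's exact test, p = 0.113, adjusted p = 0.51). With 19 such transcripts, the loss of smRNAs with a site in *MKK9* cannot be told apart from its absence. In *NCED3* no site was found, and its lowest score of 6 was reached by 62 of 100 shuffles, so the search gives no support to that explanation for *NCED3*. The score is an approximation, and sites it misses were not tested.

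In the total RNA of the *rdr3* comparison, the antisense abundance correlated with that of smRNA-seq with a rank correlation of 0.77, which is consistent with small RNA reads in these libraries. A greater depth would leave CPM values alike, and the median antisense log2 CPM of *TAS* loci was higher by 5.57 than in the other set, which argues against depth. The labels leave in doubt which Col-0 libraries were the controls, as the numbers they give are carried by Col-0 smRNA libraries. Small RNA libraries as the controls of total RNA are argued against by 66 microRNA genes, whose median log2 fold change in *rdr3* was -0.46 (quartiles -0.61 and -0.35), where a large decrease would follow. Which total RNA libraries were the controls stays open, and no biological explanation was tested.

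The *RDM12* transcript was higher in the libraries labelled *rdm12*. A swap with another mutant could give this, and the lowest log2 fold change of *RDM12* in any mutant was -0.22, so no other mutant showed its loss. An insertion that leaves or raises part of the transcript, or a wrong label, cannot be told apart here, since the tables hold no reads along the gene.

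The total RNA level of the features with decreased smRNAs had a median log2 fold change of 0 in each mutant but *rdr3*, where the single feature had -1.91, and between 57 of 124 (*rdr6*) and 11109 of 12527 (*rdr2*) of these features lay at the lowest total RNA log2 CPM in those mutants. Of the 124 features decreased in *rdr6*, 8 were increased in total RNA (odds ratio 6.95, two-sided Fisher's exact test, p = 3.6e-05, adjusted p = 1.4e-04 over 8 mutants). In *rdr2* the direction was the opposite, with 18 of 12527 increased (odds ratio 0.14, two-sided Fisher's exact test, p = 1.9e-30, adjusted p = 1.6e-29), where most features lay at the lowest log2 CPM. Among features with a total RNA log2 CPM of at least 0, the same exact test gave 9 of 142 in *rdr2* (odds ratio 2.00, p = 0.054, adjusted p = 0.13) and 6 of 36 in *rdr6* (odds ratio 4.85, p = 0.0028, adjusted p = 0.019).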
